# Age-Mediated Transcriptomic Changes in Adult Mouse Substantia Nigra

**DOI:** 10.1371/journal.pone.0062456

**Published:** 2013-04-30

**Authors:** Lin Gao, María Hidalgo-Figueroa, Luis M. Escudero, Juan Díaz-Martín, José López-Barneo, Alberto Pascual

## Abstract

Substantia nigra *pars compacta* (SNpc) is highly sensitive to normal aging and selectively degenerates in Parkinson's disease (PD). Until now, molecular mechanisms behind SNpc aging have not been fully investigated using high throughput techniques. Here, we show early signs of aging in SNpc, which are more evident than in ventral tegmental area (VTA), a region adjacent to SNpc but less affected in PD. Aging-associated early changes in transcriptome were investigated comparing late middle-aged (18 months old) to young (2 months old) mice in both SNpc and VTA. A meta-analysis of published microarray studies allowed us to generate a common “transcriptional signature” of the aged (≥ 24 months old) mouse brain. SNpc of late-middle aged mice shared characteristics with the transcriptional signature, suggesting an accelerated aging in SNpc. Age-dependent changes in gene expression specific to SNpc were also observed, which were related to neuronal functions and inflammation. Future studies could greatly help determine the contribution of these changes to SNpc aging. These data help understand the processes underlying SNpc aging and their potential contribution to age-related disorders like PD.

## Introduction

Brain aging is a slow and progressive process, which results in impairment of memory, cognitive and motor functions, and eventually, cell death. In addition, aging is the major risk factor for neurodegenerative diseases, such as Alzheimer's disease (AD) and Parkinson's disease (PD). During the aging process, increases in oxidative, metabolic, and ionic stresses result in neuronal dysfunction and cell death [1].

Different brain regions age differently depending on their specific structure and function. Dopaminergic (DA) neurons in the substantia nigra *pars compacta* (SNpc) are highly sensitive to aging and are progressively and selectively degenerated in PD. Loss of SNpc DA neurons in the elderly occurs at a rate of ∼5% per decade [2]–[4] and is associated with declined motor function [5], [6]. Accelerated aging in SNpc has been supposed to be a consequence of the particular metabolic and electrophysiological properties of DA neurons in this region [7]–[10]. Gene expression profiling of DA neurons in SNpc of elderly individuals indicates an up-regulation of cAMP response element-binding (CREB) and retinoic acid receptors (RAR)-mediated signaling and neuronal function, probably functioning as a compensatory response to aging [11]. In addition, studies on human and rodent individual genes have demonstrated the implication of inflammation [12], iron metabolism [13], DA neuronal function [14]–[22], and vascularization [23] in SNpc aging.

Recent advances in global-genome expression techniques provide a bona fide way to study molecular changes underlying brain aging in both human and rodents [11], [24]–[32]. However, until now molecular mechanisms underlying SNpc aging have not been addressed experimentally in rodent models using high throughput techniques. Therefore, the goal of the current study was to investigate changes in gene expression in SNpc during early aging. Late middle-aged mice (18 months old) without major behavioral alteration were compared with young (2 months old) animals. Side-by-side global gene expression analyses of SNpc and ventral tegmental area (VTA), a DA region adjacent to SNpc but less affected than SNpc in PD, were carried out using microarray techniques. A meta-analysis of published microarray studies resulted in the generation of a “transcriptional signature”, a list of common age-associated genes in aged (≥ 24 months old) mouse brain. In comparison with this transcriptional signature, accelerated aging was suggested in SNpc of late middle-aged mice.

## Materials and Methods

### Animals and Ethics Statement

Wild-type C57BL/6 mice were housed at regulated temperature (22±1°C) in a 12 h light/dark cycle with *ad libitum* access to food and drink. All experiments were performed according to guidelines from the European Community (Council Directive 86/609/EEC) and were approved by the ethical committee of the “Hospital Universitario Virgen del Rocío”. All efforts were made to minimize suffering. Mean life span of C57BL/6 mice are around 26 to 30 months [33], [34]. Three age groups of mice were used in microarray analysis: young (2 months old), middle aged (10 months old), and late-middle aged (18 months old) mice. Four replicates were included in each age group and each replicate was pooled from either 4 or 5 mice (SNpc: 4 mice/replicate×4 replicates×3 age groups; VTA: 5 mice/replicate×4 replicates×3 age groups). Mice were deeply anesthetized by intraperitoneal injection of sodium thiopental before decapitation, followed by brain extraction. Brains were further processed for either immunohistochemical analyses or gene expression studies using microarray or real-time quantitative PCR techniques.

### Behavioral Test

To evaluate the motor function, open-field analysis was performed as described previously [35]. Mouse movement in a box of 22.5×22.5 cm floor and 42 cm-high walls was recorded for 60 min using an automatic tracking system (SMART, Panlab) and analyzed using the SMART software (version 2.5.14). Weight of each mouse was measured before the behavioral test.

### SNpc and VTA Dissection, RNA Extraction, Amplification, and Microarray Analysis

Freshly dissected brain was embedded in gelatin. Coronal sections with a thickness of 500 µm were cut with a vibratome (Leica). According to the mouse brain stereotaxic atlas [36], SNpc and VTA (from −2.5 to −4.0 mm of bregma) were dissected manually under a microscope, quickly frozen with liquid nitrogen, and stored at −80°C for total RNA isolation. For each replicate, total RNA was isolated from pooled SNpc (*n* = 4 mice) or VTA (*n* = 5 mice) using RNeasy micro kit (Qiagen) according to the manufacturer's instruction. The quality of RNA was analyzed using Agilent 2100 Bioanalyzer (Agilent). RNA samples with RNA integrity number (RIN) [37] higher than 7 were further processed for microarray analysis.

A total of 50 ng total RNA of each replicate was applied for synthesis, labeling, and hybridization of cRNA using two-cycle target labeling assay (Affymetrix). Gene expression was studied using GeneChip Mouse Genome 430 2.0 Array (Affymetrix) following the manufacturer's instruction. Images were processed with Affymetrix GeneChip Operating Software 1.4.0.036 (SNpc) or GeneChip Command Console 2.0 (VTA).

Statistical analysis of the microarray data was performed using Babelomics software v4.2 (Medina et al., 2010). Raw expression values (CEL files) were reprocessed for background correlation, normalization, and summarization of probe values using the Robust Multi-chip Average (RMA) algorithm [38]. Differentially expressed genes between conditions were determined by LIMMA, a moderated *t*-test oriented to experiments with few biological replicates [39], [40]. *p* values were adjusted to control the false discovery rate (*pFDR*) using the Benjamini and Hochberg method [41]. Gene expression was considered different between groups with *pFDR* <0.05 and fold change >1.3. Microarray raw data was submitted to Gene Expression Omnibus (GEO) database (accession number GSE45045).

Gene ontology, including biological functions and pathways over-represented by the differentially expressed genes, was analyzed using Ingenuity Pathway Analysis (IPA, September 2011 version, Ingenuity system). The significance of pathway and function over-representation was calculated using Fisher's exact test, and *p* values <0.05 were considered significant.

### Microarray Meta-analysis

To determine common changes in gene expression in aged mouse brain, literature searches in National Center for Biotechnology Information (NCBI) PubMed and dataset searches in NCBI gene expression omnibus (GEO) [42] and ArrayExpress (EBI) [43] were conducted to identify studies of gene expression profiling in aged mouse brain. Studies' inclusion criteria were: 1) compared brain or a brain region between young (2–5 months old) and aged (24–30 months old) mice; 2) studied transcripts on a genome-wide base; 3) used Affymetrix gene expression GeneChip Mouse Genome 430 2.0 Array, the same one used in the current study. Four studies met the inclusion criteria, which used either C57BL/6 strain or a hybrid strain of C57BL/6. Either whole brain, brain without cerebellum and brain stem, or neocortex was used in each study. Raw microarray data (CEL files) were obtained from public repositories [26], [44], [45] or authors of the study [46]. To avoid the difference in data processing and statistic analysis among studies, these studies were re-analyzed using the same method that was used to analyze the microarray data of SNpc and VTA. Briefly, raw expression values (CEL files) were reprocessed using the RMA algorithm and differentially expressed genes between conditions were determined by LIMMA.

To generate a common list of age-associated genes in mouse brain, the list of genes with differential expression from each study was imported into IPA. When a gene appeared in at least three of the four lists, that gene was included into a common list, which was named as “transcriptional signature” of the aged mouse brain. Genes with differential expression in SNpc and VTA were compared with this transcriptional signature and the potential difference in transcriptional signature representation between SNpc and VTA was determined by Chi-square test. In addition, biological pathways and functions over-represented by the differentially expressed genes in SNpc and VTA were also compared with those over-represented by the transcriptional signature. The potential difference in over-represented functions of transcriptional signature between SNpc and VTA was evaluated by Kruskal-Wallis one-way analysis of variance on ranks followed by Tukey test. A *p* value of <0.05 was considered significant.

### Immunohistochemistry

To determine whether the correct regions were dissected for gene expression profiling, brain sections after SNpc or VTA dissection were fixed with 4% paraformaldehyde and then incubated with tyrosine hydroxylase (TH) antibody (rabbit polyclonal, 1∶2000 dilution, Novus Biologicals). Immunoreactivity was detected with 3,3-diaminobenzidine (DAB) using Envision^+^ System-HRP (Dako Cytomation) according to the manufacturer’s instruction. Mouse brain stereotaxic atlas [36] was used as the reference to localize SNpc and VTA.

To detect glial fibrillary acidic protein (GFAP) expression, mouse brains were fixed with 4% paraformaldehyde in PBS and paraffin-embedded. Coronal sections with a thickness of 20 µm were cut with microtome (Leica). Immunoreactivity against GFAP antibody (rabbit polyclonal, 1∶5000 dilution, Dako Cytomation) was detected with DAB using Envision^+^ System-HRP (Dako Cytomation) [47]. The same sections were also incubated with TH antibody (mouse monoclonal, 1∶50 dilution, Sigma), followed by the fluorescent secondary antibody Alexa 568 (1∶500 dilution, Invitrogen) in order to localize SNpc and VTA.

### Real-time Quantitative PCR

To determine the SNpc and VTA dissection accuracy, total RNA was isolated from SNpc and VTA of 2 months old mice. SNpc or VTA from 5 mice were pooled for each replicate. cRNA was amplified using Ambion WT Expression Kit (Life Technologies). 20 ng cRNA was copied to cDNA using QuantiTect Reverse Transcription Kit (Qiagen) in a final volume of 20 µl. Real-time quantitative PCR reactions were performed in a 7500 Fast Real Time PCR System (Life Technologies). PCR reactions were performed in duplicates in a total volume of 20 µl containing 1 µl of cDNA solution and 1 µl of *Calb1* Taqman probe (Life Technologies). A*ctb* was also estimated in each sample to normalize the amount of cRNA input in order to perform relative quantifications.

To validate the microarray results, 20 ng cRNA after the first amplification cycle of cRNA synthesis for the microarray analysis was copied to cDNA using Ambion WT Expression Kit (Life Technologies) in a final volume of 20 µl. Real-time quantitative PCR reactions were performed in a 7500 Fast Real Time PCR System (Life Technologies). PCR reactions were performed in duplicates in a total volume of 20 µl containing 1 µl of cDNA solution and 1 µl of Taqman probe of the specific gene (Life Technologies). *Actb* was also estimated in each sample to normalize the amount of total RNA input in order to perform relative quantifications. In addition, an independent cohort of animals was also used to validate the microarray results following the same procedures explained above.

### Allen Mouse Brain Atlas searching

Gene expression pattern in mouse brain was searched in the Allen Mouse Brain Atlas website (Seattle, Washington: Allen Institute for Brain Science, http://mouse.brain-map.org) [48]. Genes with age-dependent changes in expression in SNpc were searched in the atlas to determine whether their expression was enriched in SNpc in comparison to other brain nuclei. Images from two months old animals were used for the analysis.

### Statistical Analysis

For behavioral test and real-time quantitative PCR, data were presented as mean ± standard error of the mean (s.e.m.). Real-time quantitative PCR was analyzed with Student’s *t*-test. Kolmogorov-Smirnov test was first performed to test whether the data distribution of behavioral analysis was normal and student's *t*-test was used to detect potential difference between groups. Linear regression was applied to determine whether the behavioral change was dependent on weight in old animals. A *p* value of <0.05 was considered significant. Statistical analyses of microarray studies and meta-analysis were described in their corresponding sections.

## Results

### Motor Performance of Late Middle-aged Mice

Motor behavior was first examined in 18 months old mice, which are considered late middle-aged, to determine whether this is the right age to study early molecular changes during aging. Animal's weight was also measured to avoid confounding factors. Female mice weighed 20.57±1.20 g (2 months old) and 29.13±0.72 g (18 months old), whereas male mice weighed 24.05±0.45 g (2 months old) and 35.60±1.13 g (18 months old). As evaluated by open field analysis, traveled distance was similar between 18 and 2 months old mice, indicating a lack of major change in motor function. Although not significant (*p*<0.05), a trend of decrease in resting time was observed in 18 months old mice. On the other hand, average speed of movement was decreased in the aged group compared with the young one (*p*<0.05). After adjusted by weight, as analyzed by linear regression, the average speed in 18 months old mice was still slower than that in 2 months old mice (*p*<0.05), indicating that subtle changes in motor function had already started to occur in 18 months old mice. Overall, the lack of major change in motor function in 18 months old mice supported the decision of using mice with this age to study initial changes during aging.

### Effect of Age on Gene Expression Profile in SNpc

In order to study the global effect of aging on gene expression profiles in SNpc and VTA, which depends on the whole cell populations in each nucleus, complete regions instead of DA neurons in each area were dissected from mouse brain. To determine whether the regions were correctly selected, brain sections after the dissection were compared with a section without dissection (Figure 1). As shown by the TH immunoreactivity, which was used to label DA neurons in SNpc and VTA, SNpc was correctly dissected without contamination from VTA (Figure 1B) and vice versa (Figure 1D). High expression of calbindin (*Calb1*) in VTA has been reported compared to SNpc [49]. In agreement with the published data, *Calb1* gene expression was found to be higher from dissected VTA than from SNpc as determined by real-time quantitative PCR (Figure 1E). Both results from immunochemistry and quantitative PCR indicated an accurate SNpc and VTA dissection.

**Figure 1:**
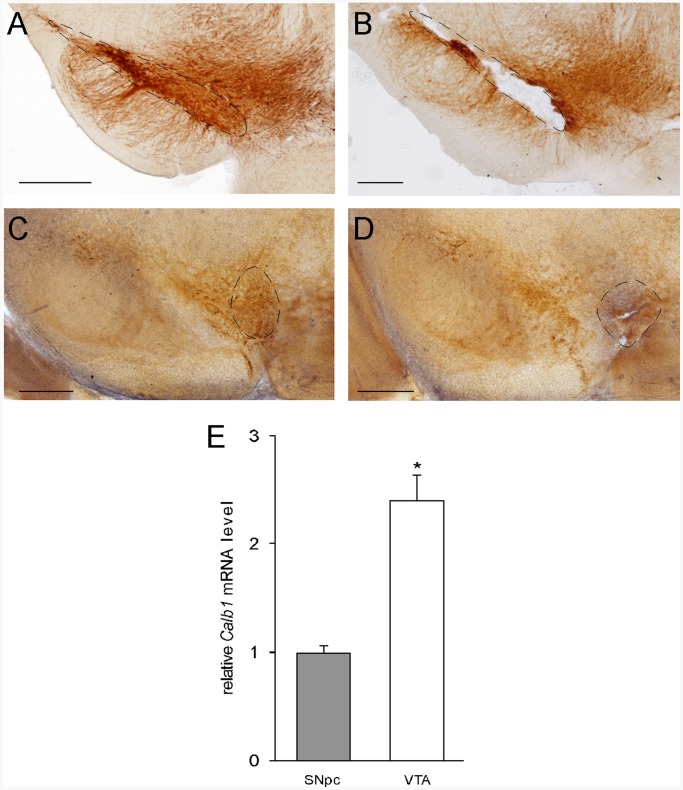
SNpc and VTA dissection from mouse brain. Brain sections were labeled against tyrosine hydroxylase antibody without (**A**) and after (**B**) SNpc dissection, and without (**C**) and after (**D**) VTA dissection. Scale bar: 500 µm. **E**. Relative *Calb1* mRNA level. *, *p*<0.05 comparing VTA to SNpc (*n* = 4 in each group).

Microarray analyses were then carried out to study the aging effect on transcriptome in SNpc. 

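The arrays followed gene expression in the whole SNpc, with its dopaminergic neurons, other neurons, glia and vessels together, from young adult to late middle-aged mice. Slc6a3, which encodes the dopamine transporter, had a log2 RMA value of 12.20 ± 0.10 (SD, n = 4 arrays) at 2 months and 12.05 ± 0.07 (SD, n = 4) at 18 months. Th, which encodes tyrosine hydroxylase, the rate-limiting enzyme of dopamine synthesis, had values of 10.42 ± 0.31 and 10.16 ± 0.12 (SD, n = 4 at each age). At 2 months Th was 10.84 in replicate 4, beside 10.10, 10.29 and 10.47 in replicates 1 to 3. Neither of these markers of dopaminergic neurons passed between the ages (log2 -0.15 and -0.26, adjusted p = 0.561 and 0.532 from limma). There were 12 arrays, 4 each from mice of 2, 10 and 18 months, and each array held RNA pooled from the SNpc of 4 C57BL/6 mice, so that the pool and not the mouse is the replicate. The authors normalized the arrays by RMA, and the deposited values are on the log2 scale. After control probe sets were left out, 45037 mouse probe sets were tested, and their number of arrays limits the precision: the median standard error of the log2 fold change between 18 and 2 months was 0.11. Across probe sets, 3 arrays stood apart from the other 9: 2-month replicate 4 and 10-month replicates 1 and 2. They correlated with each other at 0.995 to 0.997, and with the other 9 arrays at 0.986 to 0.990. Since they hold arrays of the youngest and middle ages and none of the oldest, counts are also given with these arrays as a block or left out.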

GeneChip Mouse Genome 430 2.0 Array (Affymetrix) was used, which is comprised of over 45,000 probe sets and represents over 34,000 mouse genes. 

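Between 2 and 18 months several of the largest rises in the SNpc were in genes of phagocytes. In limma, 69 probe sets were higher at 18 months and 27 lower at an adjusted p under 0.05 and a fold change above 1.3, and 4893 had an unadjusted p under 0.05. A530053G22Rik, a RIKEN transcript without an assigned function, went from a log2 value of 1.49 at 2 months to 4.46 at 18 months (adjusted p = 2.55e-05). At 2 months it was not well above background, as the TrpnX controls lay at 1.03 to 1.46, so its fold change is a bound, at least 7.83-fold. Clec7a, which encodes the phagocyte receptor dectin-1, rose 5.93-fold (log2 2.57, SE 0.27, adjusted p = 0.00401). Lyz1 and Lyz2 encode lysozymes, enzymes with which macrophages digest bacterial walls, and rose 3.06-fold and 2.62-fold (adjusted p = 0.000758 and 0.00234). Cybb encodes the catalytic subunit of the phagocyte NADPH oxidase, a source of superoxide, and rose 2.53-fold (log2 1.34, SE 0.14, adjusted p = 0.00401). Fcgr2b, an inhibitory receptor for IgG, rose 2.42-fold by the probe set with the largest change (adjusted p = 0.00119), and 3 of its 5 probe sets passed, the most abundant (log2 0.30) not among them. Cd52, a surface glycoprotein of leukocytes, rose 2.28-fold (adjusted p = 0.0118). The other large rises were in genes of varied function. Eya4, a transcriptional coactivator with phosphatase activity, rose 3.22-fold (log2 1.69, SE 0.22, adjusted p = 0.0118). Dmp1, a secreted phosphoprotein of mineralized matrix, rose 2.66-fold (adjusted p = 0.0407). The probe set with that value did not pass in a fit of all 12 arrays, while another changed probe set of Dmp1 did. Fmo2, a flavin-containing monooxygenase, rose 2.32-fold by the probe set with the largest change (adjusted p = 0.0464), and 2 of its 5 probe sets passed, the most abundant (log2 0.40) not among them. Of the 96 changed probe sets, 17 passed whichever single array was left out, among them those of A530053G22Rik, Clec7a, Lyz1, Lyz2 and Cybb. The Fcgr2b probe set with the largest change was also among them, and the other changed probe sets of Fcgr2b were not. The number that passed was 57, 62 or 29 without 2-month replicate 1, 2 or 3, and 35, 24 or 21 without 18-month replicate 1, 2 or 4. A fit of all 12 arrays called 117, including 75 of the 96. With the 3 arrays that stood apart as a block in that fit, 367 passed, including 92 of the 96, and 143 passed without those 3 arrays.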

As shown in the volcano plot in Figure 2A, differentially expressed genes between 2 and 18 months old mice were distributed in the top left (*pFDR* <0.05 and fold change<-1.3) and top right (*pFDR* <0.05 and fold change >1.3) sections of the plot. 

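The transcripts that fell with age included several of neurons and of the oligodendrocyte lineage. The largest fall was that of 9630013A20Rik, a long non-coding RNA of differentiating oligodendrocytes, which was 2.28-fold lower at 18 months (log2 -1.19, SE 0.18, adjusted p = 0.026). Gpr17, a receptor of oligodendrocyte precursors committed to differentiate, was 1.92-fold lower (log2 -0.94, SE 0.14, adjusted p = 0.0255). Egr1, an immediate early transcription factor induced by neuronal activity, was 1.90-fold lower (log2 -0.93, SE 0.11, adjusted p = 0.01). Crh, the gene of corticotropin-releasing hormone, was 1.78-fold lower (adjusted p = 0.0118), and Bdnf, a neurotrophin for dopaminergic neurons, was 1.75-fold lower (adjusted p = 0.0186). Marcksl1, a regulator of the actin cytoskeleton, fell by 0.90 on the log2 scale (adjusted p = 0.026), and Shisa3, a modulator of Wnt and FGF receptors, by a log2 change of -0.89 (adjusted p = 0.0255). For Malat1, a nuclear long non-coding RNA, Cd47, a surface signal that restrains phagocytes, and Hnrnpab, an RNA-binding protein, a single probe set fell (log2 -1.01, -0.84 and -0.83). The most abundant probe set of each did not pass (log2 -0.14, -0.05 and 0.04). In a fit of all 12 arrays the changed probe sets of Crh, Marcksl1 and Cd47 did not pass. With each of the 8 arrays left out in turn, Egr1 and Crh passed in 7 of 8 fits. Gpr17, Malat1, Hnrnpab and Bdnf passed in 3, and 9630013A20Rik, Marcksl1, Shisa3 and Cd47 in 2. The 27 falling probe sets became 3 without 2-month replicate 3 or 18-month replicate 4, and 52 without 2-month replicate 4. By the platform's annotation, 83 of the changed probe sets mapped to 1 gene, 6 to several genes and 7 to none. They made 71 genes, 49 higher and 22 lower at 18 months.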

Among the 116 differentially expressed probe sets, 99 genes were identified using IPA. These data demonstrated the existence of changes in gene expression profile of mouse SNpc during the early aging process.

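The youngest and oldest groups were separated array by array in the genes that changed. Each of the 96 changed probe sets had all 4 arrays of 18 months on 1 side of all 4 arrays of 2 months. Chance gives this to 2.86% of probe sets, and these probe sets were chosen for their change. Clec7a had a mean log2 value of 3.62 ± 0.30 (SD, n = 4 arrays) at 2 months and 6.19 ± 0.67 (SD, n = 4) at 18 months. Egr1 had values of 7.77 ± 0.16 and 6.84 ± 0.17 (SD, n = 4 at each age). From the probe sets that passed the thresholds between 2 and 18 months, the paper concludes that gene expression in the mouse SNpc changes early in aging.

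**Figure D1:**
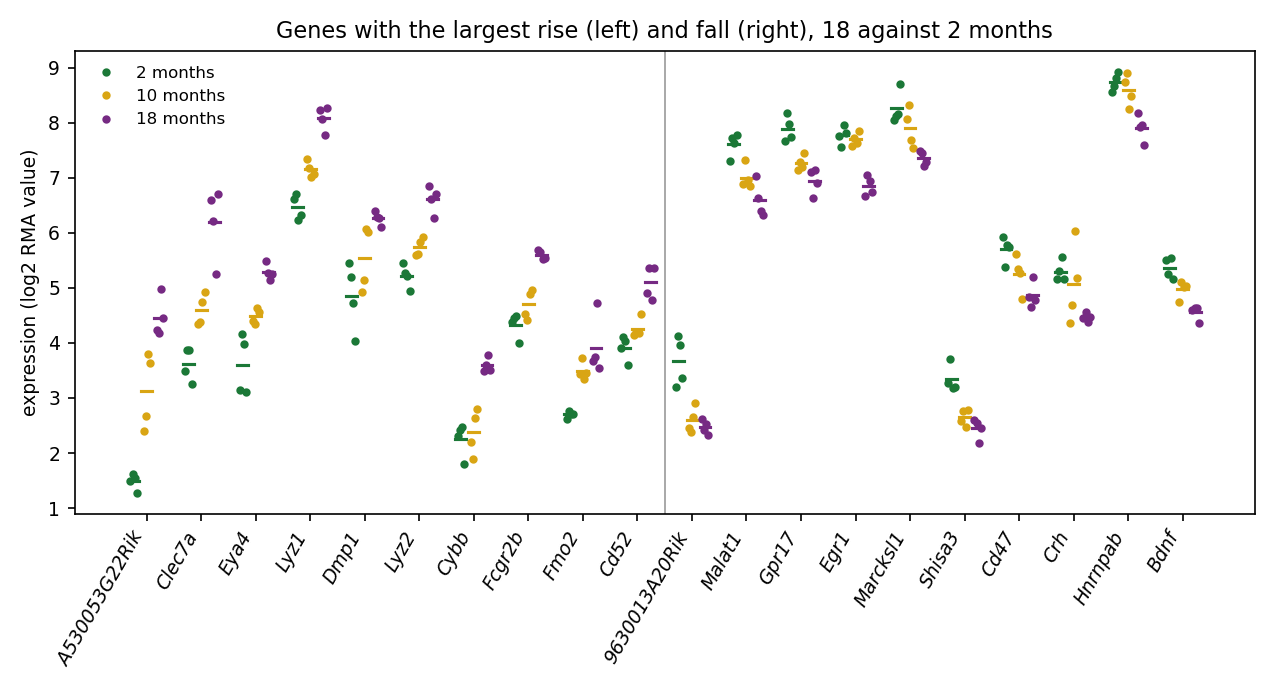
Log2 RMA value (vertical axis) in each of the 12 arrays for the 10 genes with the largest rise and the 10 with the largest fall between 2 and 18 months. Points are arrays, bars are means of 4 arrays per age, and in every gene the 18-month points lie on 1 side of the 2-month points.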

**Figure 2:**
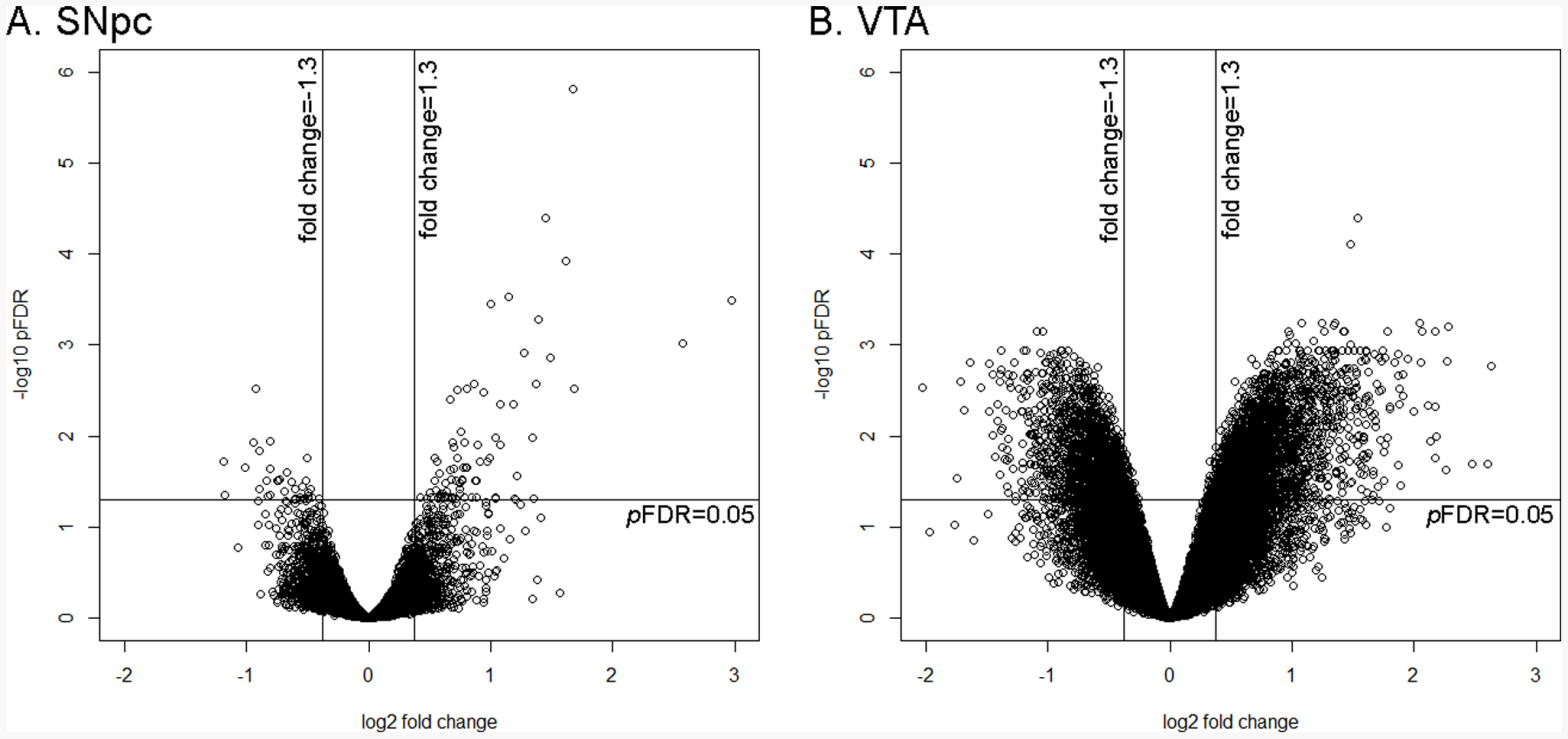
Volcano plots illustrating differential gene expression in SNpc (A) & VTA (B) comparing late middle-aged (18months old) to young (2month old) mice. Differentially expressed genes were distributed in the top left and top right sections of each figure, corresponding *pFDR* <0.05 and fold change<−1.3 and *pFDR* <0.05 and fold change >1.3, respectively.

Real time quantitative PCR was performed to validate the microarray results. 

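The genes of Fig. 3 include some of astrocytes and some of neurons. Gfap, the intermediate filament of astrocytes that rises when they react to injury, was 2.12-fold higher on the arrays at 18 months (log2 1.08, SE 0.17, adjusted p = 0.0255 from limma). Pcdhb9, an adhesion protein of the clustered protocadherins, was 2.00-fold higher (log2 1.00, SE 0.10, adjusted p = 0.00232). Nell2, a secreted glycoprotein of neurons, fell by 0.80 on the log2 scale (adjusted p = 0.01), and Cd24a, a surface glycoprotein of immature neurons, by a log2 change of -0.69 (adjusted p = 0.0234). Enc1, an actin-binding protein of neurons, had a log2 fold change of -0.51 (adjusted p = 0.0328). For Bdnf the most abundant probe set passed as well (log2 -0.67, adjusted p = 0.0338). In a fit of all 12 arrays it did not pass, while the other changed probe set of Bdnf did. Among the genes of Fig. 3 that did not pass, Abca1, a cholesterol exporter, had a log2 fold change of 0.59 (adjusted p = 0.0653). Anxa2, a membrane-binding protein, had 0.54 (adjusted p = 0.0638), and Il33, a nuclear alarmin, 0.48 (adjusted p = 0.071). Cbx5, a heterochromatin protein, and Ube3a, a ubiquitin ligase, had values of -0.19 and 0.28 by their most abundant probe set, and -1.18 and -0.90 by the probe set with the lowest p (adjusted p = 0.0591 and 0.0695). Of the 14 genes, 13 had a probe set of their own, and 8 of these had a changed probe set, 2 higher and 6 lower. The count was 13 in a fit of all 12 arrays, 5 and 2 without 2-month replicates 2 and 3, and 5, 3, 5 and 2 without 18-month replicates 1 to 4. By the most abundant probe set, 2 were higher and 5 lower, and 5 higher and 5 lower when adjusted over the list alone. As a list they did not move together against other genes (median log2 fold change 0.04 and mean 0.03, although the direction of the test was down, adjusted p = 0.907 from camera), and as the study chose them on these samples they are not independent evidence.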

Fourteen genes with the fold change >1.3 and relatively high intensity of raw microarray hybridization signals were selected. Changes in gene expression were confirmed in 9 of 14 genes (64%) using the same RNA samples as microarray (Figure 3). In addition, an independent cohort of mice was also used for the quantitative PCR validation and 10 of 14 genes (71%) were confirmed (Figure 3). Combining the microarray RNA and new RNA samples, 13 of 14 (93%) genes were validated by quantitative PCR.

**Figure 3:**
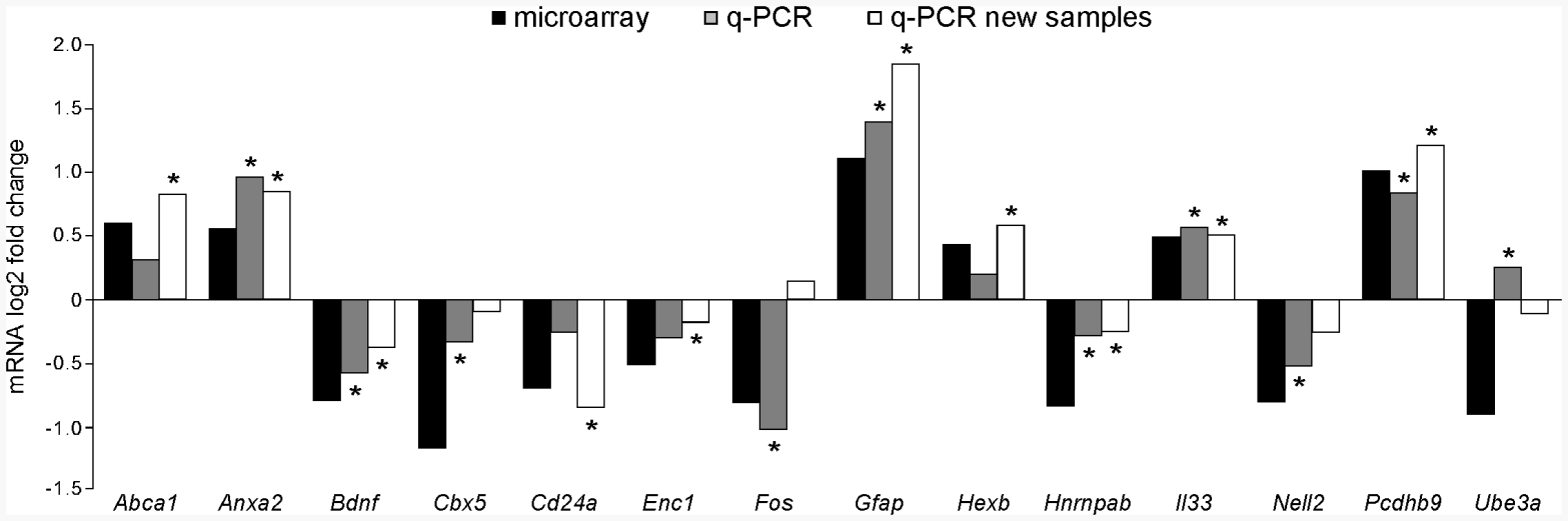
Validation of microarray results in SNpc by real time quantitative PCR. Relative log2 fold changes of mRNA were presented comparing late middle-aged (18months old) to young (2month old) mice. Positive numbers corresponded to up-regulated genes, whereas negative numbers indicated down-regulated genes. *, *p*<0.05 comparing 18 to 2 months old mice using Student’s *t*-test. *n* = 4 replicates for each age group.

It was then determined whether the age-dependent genes were expressed in SNpc when compared in the same slices with other adult mice brain nuclei by searching the Allen Mouse Brain Atlas, in which gene expression was detected by *in situ* hybridization. Although quantitative analyses are not possible with this technique, a qualitative comparison was performed. Thirteen of the 99 genes were strongly expressed in SNpc, and 47 of the 99 genes were weakly expressed. Combining the strongly and weakly expressed genes, 60 of 99 genes (61%) were detected by *in situ* hybridization. Expression of the remaining genes was either not detected, possibly due to the technique's limitation on sensibility, or not available (Supplementary Table S1).

To determine the time course of age-dependent changes in gene expression in SNpc, microarray data were also compared between 2 and 10 months old, and 10 and 18 months old mice. 

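By 10 months few transcripts of the SNpc had moved past the thresholds. In limma, 2 probe sets were higher at 10 than at 2 months, none was lower, and 1909 had an unadjusted p under 0.05. A probe set shared by C4a and C4b, the genes of complement component 4, rose 2.06-fold (log2 1.04, SE 0.10, adjusted p = 0.0171). A probe set with no gene assigned rose 2.38-fold (log2 1.25, SE 0.10, adjusted p = 0.00594). Both were also higher at 18 than at 2 months (log2 1.67 and 1.45), and both were singled out after their values were seen. Independent lists of rises of these sizes would share 0.00306 probe sets. That number leaves out the 2-month arrays common to both comparisons, so the 2 shared probe sets cannot be judged against it. None of the 10 genes with the largest rises by 18 months passed at 10 months in the fit of 8 arrays. Leaving out A530053G22Rik, their log2 changes ran from 0.13, for Cybb, to 0.98, for Clec7a (adjusted p = 0.96 and 0.959). That of A530053G22Rik was at least 1.64 (adjusted p = 0.959), a bound as it was not well above background at 2 months. Abca8a, a lipid transporter of the ABC family, had a log2 fold change of 0.85 (adjusted p = 0.182), and passed in a fit of all 12 arrays, which called 3 probe sets. The value of Pcdhb9 was 0.64 (adjusted p = 0.27). Without 2-month replicate 1, 2 or 3 limma called 0 probe sets (1224, 1544 and 1488 at an unadjusted p under 0.05), and without any single 10-month replicate it called 1, the probe set with no gene. With the 3 arrays that stood apart as a block, 6 probe sets passed in the fit of all 12 arrays. They included those of Abca8a and Pcdhb9. Of the 10 largest rises, A530053G22Rik (log2 1.84, adjusted p = 0.00213) and Dmp1 (0.94, adjusted p = 0.0345) passed in that fit. A530053G22Rik also passed without those 3 arrays (adjusted p = 0.00171). With the difference between the 3' and 5' probe sets of Gapdh as a covariate, A530053G22Rik and Clec7a passed (adjusted p = 0.0073 for both).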

Only 3 genes were up-regulated comparing 10 and 2 months groups (3%), which were also increased when comparing 18 and 2 months old groups. No difference in gene expression was detected between 18 and 10 months old groups. These data indicated a gradual age-dependent change in transcriptome in SNpc from 2 to 18 months old mice.

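From 10 to 18 months no single transcript of the SNpc passed the thresholds, while reactive astrocyte genes rose as a list. In limma, 0 of the 45037 probe sets passed, and 5320 had an unadjusted p under 0.05. Clec7a had a log2 fold change of 1.59 (SE 0.28, adjusted p = 0.31), and Cybb 1.21 (SE 0.18, adjusted p = 0.163). The immediate early genes Egr1 and Fos had values of -0.85 and -0.76 (adjusted p = 0.122 and 0.323), most of their difference from 2 months. Pth2, a neuropeptide of the parathyroid hormone family, had a value of -0.76 (adjusted p = 0.318). Serpina3n, a protease inhibitor of reactive astrocytes, had a value of 0.71 (adjusted p = 0.168). The list of 23 reactive astrocyte genes was higher at 18 than at 10 months (median log2 fold change 0.16, adjusted p = 2.43e-05 from camera), also with an estimated correlation (adjusted p = 0.036). None of its members passed alone, and 5 were higher when adjusted over the list alone. Activated phagocytic microglia moved the same way by camera, but not with an estimated correlation (median 0.34, adjusted p = 2.72e-10; 0.105 with an estimated correlation, 12 of 30 higher when adjusted over the list alone and 0 over all probe sets). With arrays weighted by their quality 3851 probe sets passed. Of the 10-month arrays, replicates 1 and 2 were among the 3 that stood apart. Without those 3 arrays 0 probe sets passed (2480 at an unadjusted p under 0.05), and leaving out any single array also gave 0. With the 3 arrays that stood apart as a block 3 passed, those of Fcgr2b (log2 0.68, adjusted p = 0.0211), Cybb (0.89, adjusted p = 0.0211) and complement component 4 (0.69, adjusted p = 0.0406), named after their values were seen.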

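The published signature of the aged brain, whose genes were not chosen on these arrays, was already higher in the SNpc at 10 months. Averaged over its 51 genes, the signature lay 0.30 ± 0.02 (SD, n = 4 arrays) above the 2-month mean at 10 months and 0.57 ± 0.09 (SD, n = 4) above it at 18 months. At 10 months the signature was higher than other genes (median 0.31, adjusted p = 6.77e-17 from camera; 0.00188 with an estimated correlation). None of its genes passed alone at that age in the fit of 8 arrays, while Abca8a did in the fit of all 12 arrays and 3 genes did with the block of 3 arrays. Of the 51, 14 were higher and 1 lower when adjusted over the list alone. For the 44 signature genes with a change of at least 0.2 on the log2 scale, the median share of the 18-month change present at 10 months was 50.3%, and among the changed genes it was 39.5%. Such a share centres on 50% with no change, because both differences use the same 2-month arrays, so by itself it does not show how far the change had gone. For the signature this reference is limited. Simulated unchanged groups put a mean of 11.8 of its genes past 0.2 (5 to 19), beside 44 here. Their median share ran from -15.7% to 106%. In 92 of the 96 changed probe sets the 10-month mean lay between those of the other ages, beside a mean of 82.3 (73 to 90 in 100 simulations) among the 96 with the lowest p in unchanged groups. Gpr17 and Lyz2 had log2 changes of -0.62 and 0.52 from 2 to 10 months, while Egr1 and Fos stayed near their 2-month values (-0.08 and -0.05). None of these changes passed in limma (adjusted p = 0.959 for Gpr17, Lyz2 and Egr1), and the difference between the genes was not tested. In limma, 93 probe sets had a linear trend over the 3 ages, 71 rising and 22 falling, and 63 of them were among the 96. Leaving out 1 array gave 24 to 117 such probe sets, and the block of 3 arrays gave 363. Across probe sets the changes at 10 and 18 months, which share the 2-month arrays, correlated at 0.25, where simulated unchanged groups gave 0.50. With the 2-month arrays split between the comparisons the mean was -0.05, and the splits ran from -0.31 to 0.29. As 3 arrays of 2 ages stood apart together, the simulated 0.50 and 82.3 may not be the values that these arrays would give without change.

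**Figure D2:**
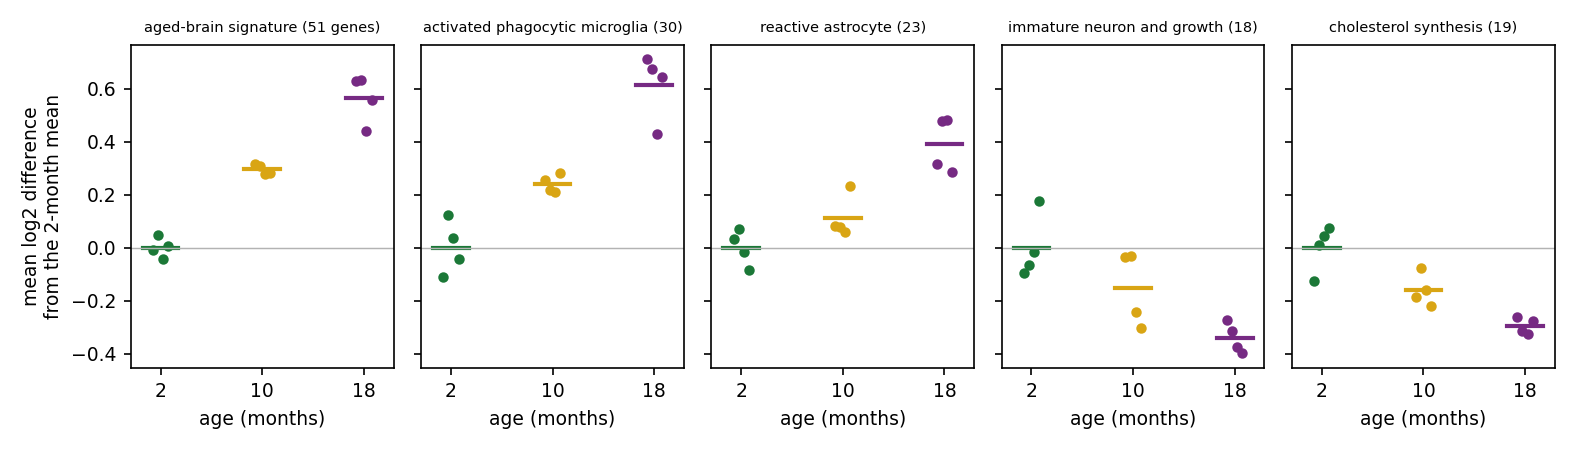
Mean log2 difference from the 2-month mean (vertical axis) of 5 gene lists in each array, against age in months. Points are arrays and bars are means of 4 arrays; the signature of the aged brain has means of 0.30 at 10 months and 0.57 at 18 months.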

To investigate the nature of genes with differential expression in young and aged mice, gene ontology analysis was carried out using IPA. Top 5 biological functions and canonical pathways were listed in Table 1, indicating that age-dependent genes in mouse SNpc were mainly involved in inflammation, immunological diseases, and cell death. In addition, GFAP immunoreactivity was increased in the SNpc of 18 months old mice (*n* = 3, Figure 4), further supporting the occurrence of a glial response in mice of that age.

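Genes of activated phagocytic microglia, the resident macrophages of the brain in their reactive state, rose together in the aged SNpc. Of 30 such genes, 10 were higher and none lower at 18 months, and 16 were higher when adjusted over the list alone. The list moved up against other genes (median log2 fold change 0.55, adjusted p = 3.69e-20 from camera; 0.0193 with an estimated correlation), and 12 of its genes are in the study's Table S1, which was chosen on these samples. Tyrobp, the signalling adaptor of microglial receptors, rose 1.89-fold (log2 0.91, SE 0.13, adjusted p = 0.025), and Cd68, a membrane protein of phagocytic lysosomes, by a log2 change of 0.91 (SE 0.13, adjusted p = 0.0211). Itgb2, the integrin chain of the complement receptor, rose 1.75-fold (adjusted p = 0.041). The phagocyte NADPH oxidase moved up as a unit of 5 genes, with Cybb the 1 that passed and 4 higher when adjusted over the list alone (median 0.42, adjusted p = 2.15e-07; 0.0127 with an estimated correlation). Ncf1, its cytosolic activator, had a log2 fold change of 0.62 (adjusted p = 0.0632). Of the 5 genes, 2 are in Table S1, so this list is not fully independent of the study's choice. Of 9 Fc receptors and adaptors 1 was higher, and 3 when adjusted over the list alone (median 0.25, adjusted p = 6.7e-06; 0.0155 estimated). Fcgr3, an activating IgG receptor, had a value of 0.55 (adjusted p = 0.0621). Table S1 holds 3 of the 9 genes of that list. Interferon-response and complement lists moved up by camera, but not with an estimated correlation. Of 26 interferon-response genes 1 was higher, and 7 when adjusted over the list alone (median 0.28, adjusted p = 1.33e-09; 0.0872 estimated). Zc3hav1, an antiviral zinc-finger protein, rose 1.59-fold (adjusted p = 0.0107), and Ifit3, an antiviral effector, had a value of 0.49 (adjusted p = 0.189). Of 20 complement genes 1 was higher, and 3 over the list alone (median 0.13, adjusted p = 0.000471; 0.0855 estimated). The probe set shared by C4a and C4b, which rose 3.19-fold (adjusted p = 3.49e-05), is outside this list because it maps to both genes. Serping1, the inhibitor of C1, and C1qb, a chain of C1q, had values of 0.55 and 0.97 (adjusted p = 0.0529 and 0.214). The lists of antigen presentation and the lysosome were higher by camera, but not with an estimated correlation. None of 13 genes of MHC class I passed, and 2 were higher when adjusted over the list alone (median 0.12, adjusted p = 0.0174 from camera; 0.186 estimated), a call that ended without 2-month replicate 1 (adjusted p = 0.0904). B2m, the light chain of class I, and Nlrc5, its transactivator, had values of 0.83 and 0.75 (adjusted p = 0.0683 and 0.0937). None of 9 genes of MHC class II passed by their most abundant probe set, and 1 was higher over the list alone (median 0.08, adjusted p = 0.0258; 0.165 estimated), a call that ended without 2-month replicate 1 or 3 (adjusted p = 0.0904 and 0.0544). Of 30 lysosomal genes 2 were higher, and 4 higher and 1 lower when adjusted over the list alone (median 0.07, adjusted p = 0.0171; 0.377 estimated), and without 2-month replicate 1 or 3 the list did not pass (adjusted p = 0.0861 and 0.0848). Ctsh and Ctss encode cathepsins, proteases of the lysosome, with values of 0.56 (adjusted p = 0.0342) and 0.51 (adjusted p = 0.0714).

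**Figure D3:**
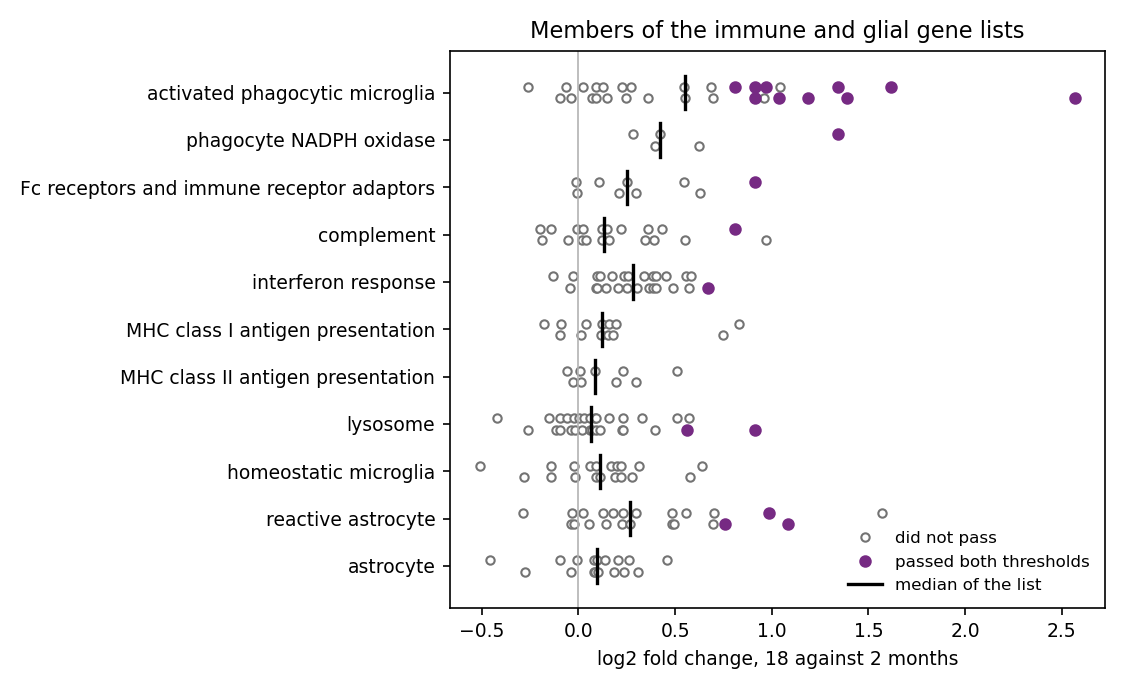
Log2 fold change between 18 and 2 months (horizontal axis) of the members of 11 immune and glial gene lists, by the most abundant probe set of each gene. Filled points passed both thresholds and open points did not; vertical bars are medians, 0.55 for activated phagocytic microglia and 0.42 for the NADPH oxidase.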

**Figure 4:**
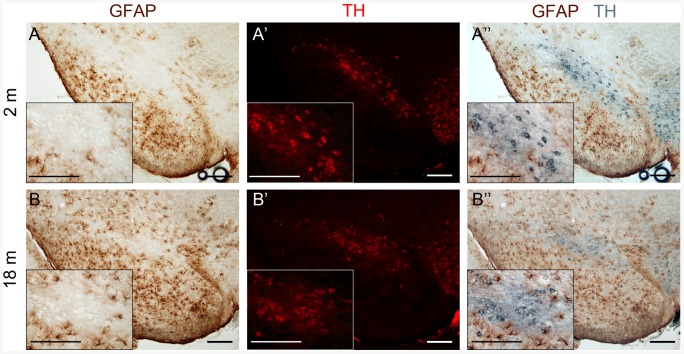
Representative immunohistochemical staining of GFAP in SNpc. **A** and **B**, immuno-staining against GFAP antibody. **A'** and **B'**, immuno-fluorescent staining against TH antibody. **A''** and **B''**, merging of immuno-stainings against GFAP and TH antibodies, the later was represented with a pseudo-color. SNpc was highlighted in each panel. Inset, a higher magnification of SNpc for each picture. Scale bar, 200 µm.

**Table 1:** Gene ontology analysis of age-dependent genes in SNpc and VTA comparing 18 to 2 months old mice.

Top 5 functions/pathways	*p* value	No. molecules or ratio
**A. SNpc**		
**Molecular and cellular functions**		
Cell-to-cell signaling and interaction	8.21e-12–7.84e-03	36
Cellular movement	1.37e-09–7.73e-03	29
Cellular compromise	1.02e-07–4.51e-03	16
Cellular growth and proliferation	8.62e-07–7.84e-03	34
Cell death	2.19e-06–7.54e-03	30
**Physiological system development and function**		
Immune cell trafficking	1.37e-09–7.54e-03	26
Hematological system development and function	2.62e-08–7.84e-03	38
Tissue morphology	1.01e-06–7.54e-03	24
Renal and urological system development and function	4.39e-06–4.39e-06	5
Tissue development	6.69e-06–7.54e-03	38
**Canonical pathways**		
IL-10 signaling	3.13e-04	4/78 (0.051)
Systemic lupus erythematosus signaling	3.2e-04	6/228 (0.026)
Complement system	4.79e-04	3/35 (0.086)
B cell receptor signaling	5.68e-04	5/156 (0.032)
Dendritic cell maturation	7.85e-04	5/188 (0.027)
**B. VTA**		
**Molecular and cellular functions**		
Post-translational modification	1.03e-19–5.27e-03	399
Cell cycle	4.11e-18–5.44e-03	415
Cellular assembly and organization	1.68e-13–5.31e-03	477
Cellular function and maintenance	1.68e-13–5.31e-03	399
Gene expression	5.37e-13–4.09e-03	599
**Physiological system development and function**		
Tissue development	9.89e-09–4.59e-03	490
Nervous system development and function	2.33e-08–5.27e-03	420
Connective tissue development and function	3.01e-08–3.94e-03	142
Organismal development	4.46e-06–3.94e-03	454
Embryonic development	2.72e-05–3.94e-03	197
**Canonical pathways**		
Molecular mechanisms of cancer	5.45e-10	100/379 (0.264)
Breast cancer regulation by stathmin1	2.04e-08	63/210 (0.300)
Ephrin receptor signaling	3.21e-08	57/200 (0.285)
Production of nitric oxide and reactive oxygen species in macrophages	4.48e-07	51/187 (0.273)
Integrin signaling	5.79e-07	59/210 (0.281)

### Gene Expression Profiling in VTA

Microarray analyses were also carried out to determine the aging effect on transcriptome in VTA, a DA region adjacent to SNpc. The data distribution was shown in Figure 2B. Comparing 18 and 2 months old mice, 4462 probe sets were differently expressed, among which 3675 genes had been identified using IPA (*pFDR* <0.05 and fold change >1.3). Gene ontology analysis indicated that age-dependent genes in VTA were mainly involved in neurological diseases, post-translational modification, cell cycles, as well as nervous system development and function. This pattern is different from that found for genes in SNpc (Table 1).

To determine the time course of age-induced changes in VTA gene expression, microarray data were also compared between 2 and 10, and 10 and 18 months old mice. Gene expression was changed in 985 probe sets (891 genes) from 2 to 10 months old mice (24.2%), whereas only one gene was differentially expressed from 10 to 18 months old mice. Genes differentially expressed between 2 and 10 months old mice were mainly implicated in neurological diseases, tissue development, cell cycle, embryonic and organ development (Supplementary Table S2). Among them, 846 genes were also detected when comparing 2 and 18 months groups. The large number of differentially expressed genes between 2 and 10 months old mice suggests a maturation of VTA during this post-natal adult period.

### Comparison to Transcriptional Signature of the Aged Mouse Brain

We also investigated whether genes differentially expressed in late middle-aged SNpc coincide with those in aged (≥ 24 months) mouse brain. To this end, common changes in gene expression in aged mouse brain were first evaluated by re-analyzing four published microarray studies [26], [44]–[46] using the same method and criteria as in the current study (see **Materials and methods**). By comparing the lists of differentially expressed genes from each study using IPA, a “transcriptional signature” of 61 common age-associated genes, which appeared in at least three of the four studies, was generated (supplementary Table S3). 

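Genes of the aged-brain signature, many of them expressed by microglia and astrocytes, were concentrated among those that rose in the SNpc by 18 months. Of the 61 genes in the signature of Table S3, 51 had a probe set of their own on these arrays. Among the 71 changed genes, 20 were in the signature, where 0.199 would be by chance over 18151 genes (odds ratio 227, 95% confidence interval 114 to 436, two-sided Fisher's exact test, p = 2.62e-36). The shared genes were nearly all rises, 19 of the 49 genes that were higher (p = 1.29e-37 by the same exact test) and 1 of the 22 that were lower (p = 0.0601). The 1 shared fall was Gpr17. The overlap ran from 7 to 31 genes under the alternatives, with 12 and 9 without 2-month replicates 1 and 3 and 8, 7 and 7 without 18-month replicates 1, 2 and 4, and stayed past the threshold. Mpeg1, a pore-forming protein of macrophages, rose 1.96-fold (log2 0.97, SE 0.15, adjusted p = 0.0255 from limma), and Ptprc, which encodes the leukocyte phosphatase CD45, rose 2.05-fold (log2 1.04, SE 0.16, adjusted p = 0.0255). Neighbouring genes of a pathway are not independent, and the exact test treats them as if they were.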

Twenty-four of the 99 (24.2%) genes with differential expression in SNpc of 18 months old mice were present in the transcriptional signature of ≥ 24 months old mouse brain. In contrast, only 36 of the 3675 (0.1%) genes differentially expressed in the 18-month old VTA also appeared in the transcriptional signature. In order to perform a fair comparison between SNpc and VTA, only the top 120 probe sets with the lowest *pFDR* values in VTA were considered, and in this case, 9 of 114 (7.9%) genes were included in the transcriptional signature of aged mouse brain. Comparing the later ratio in VTA to that in SNpc, the transcriptional signature of aged brain (≥ 24 months old) was more represented in SNpc than VTA of 18 months old mice (χ^2^ = 10.82, df = 1, *p*<0.05).

Biological functions over-represented by the transcriptional signature of the aged brain were compared with those of SNpc and VTA. As shown in Figure 5A, the top 15 functions over-represented by the transcriptional signature were mainly implicated in inflammatory and immune responses and were also over-represented in SNpc and VTA. However, when only the top 5 functions were considered, there was a similarity between the transcriptional signature and SNpc (*p*>0.05), but not between the signature and VTA (*p*<0.05). When only the top 120 probe sets in VTA were considered (Figure 5B), *p* values of all the top 15 functions were similar between SNpc and signature (*p*>0.05), but not between VTA and the signature (*p*<0.05). These results indicate that gene expression profile in SNpc of 18 months old mice is similar to the transcriptional signature of the ≥ 24 months old mouse brain, suggesting an early aging in SNpc.

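The signature as a whole was higher in the aged SNpc, with its microglial and astrocyte members among the rises. Of its 51 measured genes, 16 were higher and 1 lower at 18 months by their most abundant probe set, and 33 were higher and 2 lower when adjusted over the list alone. The list was higher than other genes (median log2 fold change 0.55, adjusted p = 2.03e-28 from camera), and remained so with an estimated correlation (adjusted p = 0.00987). This held with each array left out and with the 3 arrays that stood apart as a block. The signature came from the arrays of other studies, so it is independent of these samples. Members that are not immune genes rose as well. Abca8a was 2.22-fold higher at 18 months (log2 1.15, SE 0.10, adjusted p = 0.000816), and Pcdhb3, an adhesion protein of the clustered protocadherins, 1.65-fold higher (log2 0.72, SE 0.08, adjusted p = 0.00543). Tspo, a mitochondrial membrane protein used as a marker of glial activation that lies outside the signature, had a log2 fold change of 0.80 (adjusted p = 0.0515) by its most abundant probe set, and another of its probe sets passed.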

**Figure 5:**
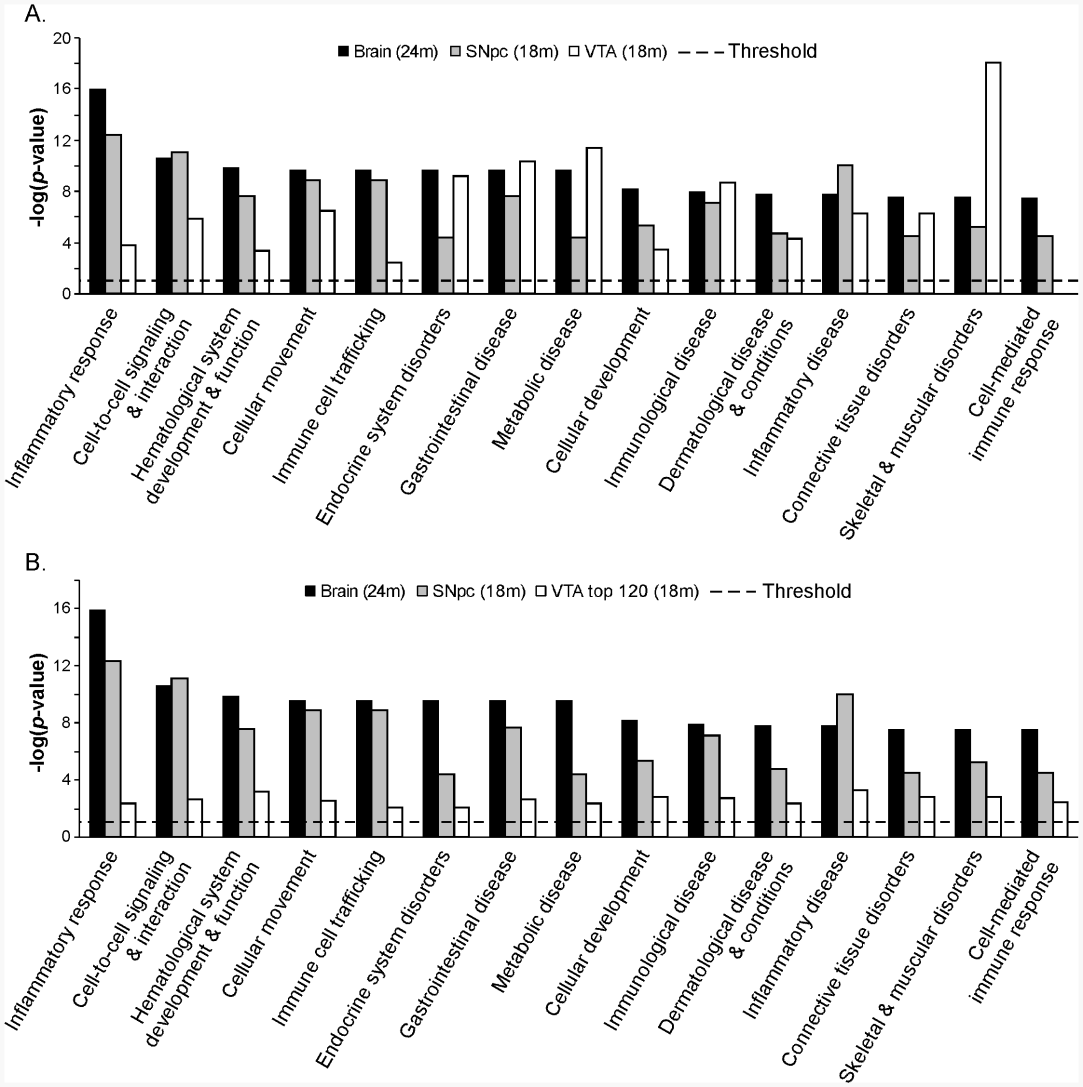
Top 15 biological functions over-represented in aged (≥ 24 months old) mouse brain in comparison to SNpc and VTA in late middle-aged (18 months old) mice. **A**. VTA; **B**. Top 120 probe sets with the lowest *pFDR* values in VTA. Threshold: *p = *0.05.

### Age-associated Genes Specific to SNpc

A list of age-associated genes specific to SNpc was then generated using IPA. 

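Among the SNpc genes outside the general signature were genes of secretion, neuronal signalling and metabolism, beside genes of other functions. An enrichment of these functions was not tested. Ang, a secreted ribonuclease of the angiogenin family, rose 1.61-fold by 18 months (log2 0.68, SE 0.11, adjusted p = 0.0352 from limma). Naalad2, a peptidase of the glutamate carboxypeptidase family, rose 1.81-fold (log2 0.86, SE 0.09, adjusted p = 0.00401). Efemp1, an extracellular matrix glycoprotein, rose 1.73-fold (adjusted p = 0.0255), Glis3, a zinc-finger transcription factor, 1.54-fold (adjusted p = 0.0255), and Defb7, a defensin peptide not well above background at 2 months (log2 1.59), at least 1.99-fold (adjusted p = 0.026). The falls included signalling genes of neurons. Fos, an immediate early transcription factor, was 1.75-fold lower (log2 -0.81, SE 0.11, adjusted p = 0.0118). Pth2 was 1.67-fold lower (adjusted p = 0.0215) and Rprm, a mediator of cell cycle arrest, 1.55-fold lower (adjusted p = 0.0271). Pth2 also belongs to the list of neighbouring brain regions, which was lower by camera but not with an estimated correlation (adjusted p = 0.0126 and 0.0855). A difference in dissection between the ages was not tested for it. Gamt, an enzyme of creatine synthesis, was 1.51-fold lower (adjusted p = 0.0255) and Pdzrn3, a ubiquitin ligase of synapses, 1.47-fold lower (adjusted p = 0.0451). Tmem255a, a transmembrane protein, fell by 1 probe set, while its most abundant probe set did not pass (log2 -0.11). Of the 43 genes of Table 2, 36 had a probe set of their own, and 16 of these had a changed probe set, 6 higher and 10 lower. The count was 36 in a fit of all 12 arrays. It was 6 and 4 without 2-month replicates 1 and 3, and 7, 6, 8 and 3 without 18-month replicates 1 to 4.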

Comparing the age-associated genes in SNpc to those in VTA and the transcriptional signature of the aged mouse brain, a list of 43 age-associated genes specific to SNpc was obtained, which were in neither the signature nor the VTA list (Table 2). Using gene ontology analysis, it was found that the top 5 biological functions and canonical pathways over-represented by these genes were mainly related to inflammatory disease, nervous system development and function, cellular growth and proliferation (Table 3). These results suggest that in addition to general brain changes during aging, differential gene expression specific to SNpc in comparison to that of the whole brain of aged mice also occurs. However, the magnitude of the SNpc specific changes was small and further independent validation will be required.

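The SNpc-specific genes moved in both directions and by modest amounts. By the most abundant probe set of each, 6 of 36 were higher and 9 lower at 18 months, and 15 were higher and 14 lower when adjusted over the list alone. The list had no common direction against other genes (median log2 fold change 0.06, adjusted p = 0.664 from camera). The study chose these genes on the same samples, so the count is not independent evidence. Cybb was among the rises that passed and Egr1 among the falls.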

**Table 2:** Age-associated genes specific to mouse SNpc.

Gene symbol	Entrez gene description	Fold change*	*pFDR*
*1600021P15Rik*	RIKEN cDNA 1600021P15 gene	−1.40	0.041
*AA467197*	expressed sequence AA467197	1.60	0.048
*Ang*	angiogenin, ribonuclease, RNase A family, 5	1.61	0.011
*Arhgap30*	Rho GTPase activating protein 30	1.42	0.047
*Arhgap36*	Rho GTPase activating protein 36	−1.59	0.024
*Arhgef37*	Rho guanine nucleotide exchange factor (GEF) 37	1.60	0.046
*Baiap3*	BAI1-associated protein 3	−1.45	0.048
*Bcl2a1a*	B-cell leukemia/lymphoma 2 related protein A1a	1.84	0.030
*Ctbs*	chitobiase, di-N-acetyl-	1.49	0.048
*Cybb*	cytochrome b-245, beta polypeptide	2.53	0.010
*Cyp1b1*	cytochrome P450, family 1, subfamily B, polypeptide 1	1.56	0.040
*Cyp51*	cytochrome P450, family 51	−1.38	0.047
*Defb7*	defensin beta 7	1,99	0.017
*Efemp1*	epidermal growth factor-containing fibulin-like extracellular matrix protein 1	1.73	0.047
*Egr1*	early growth response 1	−1.90	0.003
*Ehbp1l1*	EH domain binding protein 1-like 1	−1.39	0.038
*Emr1*	egf-like module containing, mucin-like, hormone receptor-like sequence 1	1.61	0.046
*Enc1*	ectodermal-neural cortex 1	−1.43	0.017
*Fam70a*	family with sequence similarity 70, member A	−1.46	0.036
*Fcgr3*	Cd16, Fc gamma 3R Alpha, Fc Gamma R3, Fc Gamma R3 Alpha, Fcgr3a	1.46	0.030
*Fos*	FBJ osteosarcoma oncogene	−1.75	0.022
*Gamt*	guanidinoacetatemethyltransferase	−1.51	0.037
*Gcnt1*	glucosaminyl (N-acetyl) transferase 1, core 2	1.60	0.029
*Glis3*	GLIS family zinc finger 3	1.54	0.045
*Gm16440*	predicted gene 16440	1.65	0.017
*Il2rg*	interleukin 2 receptor, gamma chain	1.80	0.047
*Kctd1*	potassium channel tetramerisation domain containing 1	−1.44	0.048
*Lilrb4*	leukocyte immunoglobulin-like receptor, subfamily B, member 4	1.74	0.003
*Naalad2*	N-acetylated alpha-linked acidic dipeptidase 2	1.81	0.002
*Ncf1*	neutrophil cytosolic factor 1	1.54	0.047
*Nell2*	NEL-like 2 (chicken)	−1.74	0.044
*Nupr1*	nuclear protein 1	1.42	0.041
*Pdzrn3*	PDZ domain containing ring finger 3	−1.47	0.049
*Prkg1*	protein kinase, cGMP-dependent, type I	−1.67	0.030
*Pth2*	parathyroid hormone 2	−1.67	0.030
*Rprm*	reprimo, TP53 dependent G2 arrest mediator candidate	−1.55	0.031
*Serping1*	serine (or cysteine) peptidase inhibitor, clade G, member 1	1.46	0.038
*Shisa3*	shisa homolog 3 (Xenopus laevis)	−1.86	0.014
*Tceal5*	transcription elongation factor A (SII)-like 5	−1.51	0.048
*Tmeff2*	transmembrane protein with EGF-like and two follistatin-like domains 2	−1.32	0.048
*Txlnb*	taxilin beta	1.53	0.042
*Ube3a*	ubiquitin protein ligase E3A	−1.86	0.038
*Zbtb26*	zinc finger and BTB domain containing 26	−1.40	0.048

* Comparing 18 months old to 2 months old mice, positive numbers corresponded to up-regulated genes, whereas negative numbers indicated down-regulated genes.

**Table 3:** Gene ontology analysis of age-associated genes specific to SNpc.

Top 5 functions/pathways	*p* value	No. molecules or ratio
**Molecular and cellular functions**		
Cell-to-cell signaling and interaction	6.17e-05–3.44e-02	14
Cellular growth and proliferation	1.09e-04–4.15e-02	16
Free radical scavenging	3.87e-04–3.45e-02	3
Gene expression	4.92e-04–4.15e-02	6
Cellular movement	5.74e-04–3.97e-02	13
**Physiological system development and function**		
Nervous system development and function	3.26e-05–3.62e-02	9
Hematological system development and function	3.76e-04–4.15e-02	11
Humoral immune response	3.76e-04–3.79e-02	7
Tissue morphology	3.76e-04–3.44e-02	10
Immune cell trafficking	6.80e-04–3.97e-02	8
**Canonical pathways**		
B cell receptor signaling	2.55e-03	3/156 (0.019)
IL-2 signaling	4.58e-03	2/58 (0.034)
IL-10 signaling	7.73e-03	2/78 (0.026)
Linoleic acid metabolism	1.11e-02	2/108 (0.019)
Metabolism of xenobiotics by cytochrome P450	1.92e-02	2/197 (0.010)

## Discussion

Changes in transcriptome during the initial stage of brain aging have not been fully addressed. Information about early SNpc aging, a region selectively degenerated in PD, is also very scant. Therefore, we have studied gene expression profile in mouse SNpc during the initial stage of aging in comparison with that in VTA from mice of the same age, and with the published data of aged mouse brain as well. Human studies of frontal cortex suggest that aging starts in young adult life (middle-aged people >40 years old) [28]. A progressive decline in locomotor activity, as determined by open field analysis, has been observed previously from 6 to 24 months old mice [24]. In the current study, 18 months old mice lacking major changes in locomotor activity was used to avoid confusing factors like dramatic cell death and pathological changes associated with advanced aging. Whole SNpc or VTA regions instead of dispersed DA neurons was analyzed, which allowed us to study in each region not only the contribution from DA neurons, but also from non-DA neurons and glia cells. 

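Reactive astrocytes enlarge and express filament and inflammatory genes, and such genes rose in the aged SNpc. Of 23 reactive astrocyte genes, 3 were higher and none lower at 18 months, and 9 were higher when adjusted over the list alone (median log2 fold change 0.27, adjusted p = 4.63e-09 from camera; 0.00987 with an estimated correlation). Besides Gfap, these were Serpina3n, 1.69-fold higher (log2 0.76, SE 0.11, adjusted p = 0.0255), and Vim, the intermediate filament vimentin, 1.98-fold higher (log2 0.99, SE 0.16, adjusted p = 0.028). The changed probe sets of Vim did not pass in the fit of all 12 arrays. Of the 23 reactive astrocyte genes, 2 are in Table S1, which was chosen on these samples. General astrocyte and homeostatic microglia genes were higher as lists by camera, but not with an estimated correlation. Of 17 general astrocyte genes none passed, alone or when adjusted over the list alone (median 0.09, adjusted p = 0.0317 from camera; 0.286 estimated). That call ended without 2-month replicate 1 or 3 or 18-month replicate 1 or 2 (adjusted p = 0.07, 0.144, 0.136 and 0.0669). Of 19 homeostatic microglia genes none passed and 1 was higher over the list alone (median 0.11, adjusted p = 0.0272; 0.377 estimated). Its call ended without the same arrays (adjusted p = 0.15, 0.0679, 0.182 and 0.0736). Aif1, the calcium-binding protein IBA1 of microglia, had a log2 fold change of 0.57 (adjusted p = 0.117). In the oligodendrocyte lineage, 3 of 21 genes of precursors and newly formed cells were lower, Gpr17, 9630013A20Rik and Cd24a, also when adjusted over the list alone (median -0.10, adjusted p = 0.0258; 0.338 estimated). Without 2-month replicate 2 or 4 or 18-month replicate 2 the list did not pass (adjusted p = 0.0626, 0.0509 and 0.0669). Of 19 genes of mature oligodendrocytes and myelin none passed, and 2 were higher and 1 lower over the list alone (median -0.19, adjusted p = 0.0967). That list passed without 2-month replicate 3 or 18-month replicate 1 (adjusted p = 0.0364 and 0.00656) and with the block of 3 arrays (adjusted p = 0.0397). Hapln2, a link protein of the node of Ranvier, and Opalin, a myelin membrane protein, had values of 0.55 and -0.56 (adjusted p = 0.0714 and 0.185).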

The genes related to inflammation demonstrated the contributions of glia/microglia. On the other hand, neuronal gene expression was also modified and some genes were up-regulated (Table 2), demonstrating the contribution of neurons. 

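Neuronal genes moved both ways in the aged SNpc. The protocadherins of the beta cluster, adhesion proteins of neurons, were higher as a list. Of its 21 genes 2 were higher, Pcdhb3 and Pcdhb9, and 7 when adjusted over the list alone (median log2 fold change 0.17, adjusted p = 8.69e-08 from camera; 0.00987 with an estimated correlation). Pcdhb3 and Pcdhb9 are in Table S1, which was chosen on these samples. Genes of immature neurons and growth were lower, with 2 of 18 lower and 6 over the list alone (median -0.26, adjusted p = 2.85e-08; 0.0401 estimated). Fabp7, a fatty acid-binding protein of radial glia and immature cells, and Sox11, a transcription factor of immature neurons, had values of -0.82 and -0.51 (adjusted p = 0.0714 for both). Dopaminergic neuron genes were lower by camera, but not with an estimated correlation. None of 22 passed alone, and 3 were lower over the list alone (median -0.17, adjusted p = 9.09e-05; 0.221 estimated). Chrna6, a nicotinic receptor subunit of dopaminergic neurons, had a log2 fold change of -0.48 (adjusted p = 0.101), and Sncg, gamma-synuclein, -0.50 (adjusted p = 0.145). Of 26 genes of synaptic transmission none passed and 2 were lower over the list alone (median -0.10, adjusted p = 0.00728; 0.12 estimated). Camk2a, a calcium-dependent kinase of synapses, and Syp, a synaptic vesicle protein, had values of -0.42 and -0.70 (adjusted p = 0.0757 and 0.187). Of 10 genes of GABAergic neurons none passed, also over the list alone (median 0.05, adjusted p = 0.664). Of 27 immediate early genes 3 were lower, Egr1, Fos and Bdnf, and 2 were higher and 3 lower when adjusted over the list alone. The list did not move as a whole (median 0.01 and mean -0.04, adjusted p = 0.685 from camera).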

The results demonstrated that even in late middle-aged mice, there are changes in gene expression suggesting premature aging in SNpc.

### Effect of Age on Gene Expression Profile in SNpc

A total of 99 genes were found to be differentially expressed in SNpc comparing 18 to 2 months old mice. 

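Most of the changes in the aged SNpc were under 2-fold. The median fold change of the 96 changed probe sets, up or down, was 1.75, with 72 under 2-fold and 24 at 2-fold or more. All of the 10 genes with the largest rises, from A530053G22Rik to Cd52, were past 2-fold. Leaving out A530053G22Rik, which has only a bound, rises reached 5.93-fold, for Clec7a, and falls 2.28-fold, for 9630013A20Rik. The 18-month mean of 9630013A20Rik was low (log2 2.47), though above the TrpnX controls (1.03 to 1.46), so its fall may be understated.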

The magnitude of changes in gene expression was relatively small, with the largest fold change less than 6, which is similar to previously published studies [27], [50]. A complex region, containing neurons, astroglia, and other cells were analyzed in our study, which could dilute specific effects of aging on dopaminergic cells. Therefore, a 1.3 fold change in the whole SNpc region could result from a fold change much higher than 1.3 in dopaminergic neurons. Despite of the relatively small magnitude of changes, 13 of 14 genes were validated using real time quantitative PCR including those with small fold of changes such as *Hexb*, *Il33*, and *Enc1* (Figure 3). The qualitative study of gene expression pattern in mouse brain (Allen Brain Atlas) also supported the microarray results (Supplementary Table S1). Furthermore, 48 of 99 genes (48%) with altered expression in SNpc were also differentially expressed in VTA, a neighboring region with a similar cell population to SNpc. Twenty-four of 99 (24.2%) genes were also over-presented in aged mouse brain (see discussion below). Taken together, these data validated the microarray results.

### Gene Expression Profiling in VTA

Comparing 2 and 18 months old mice, 3675 genes were differently expressed in VTA, which was much higher than that in SNpc (99 genes). A possible explanation of the difference in number of genes could be sample preparation. Due to the limited amount of VTA tissue obtained from each mouse, VTA from 5 mice had to be pooled for each replicate instead of 4 mice for SNpc. The increase in the number of mice used in each replicate of VTA could decrease the variability among replicates, leading to the detection of high number of differentially expressed genes when compared between groups. However, the magnitude of changes (fold change) in gene expression in SNpc was similar to that in VTA (Figure 2), indicating that the results of differentially expressed genes in SNpc are reliable, although it is possible that the number of differentially expressed genes in SNpc could be underestimated.

Intrinsic properties of each brain nuclei could also contribute as a major cause of difference in the number of differentially expressed genes found between SNpc and VTA. Indeed, different brain regions age at different speed and respond to aging with different molecular changes [25], [27], [32]. Unlike SNpc, in which gene expression was barely changed from 2 to 10 months (3%), changes in expression of 891 genes (24%) in VTA were detected during the same period. Gene ontology analysis suggested that these genes were related to tissue and organ development, cell growth, and neuronal function (Supplementary Table S2), suggesting a postnatal maturation of VTA and/or high plasticity associated with VTA function. Specifically, TH, monoamine oxidase B, and quinoid dihydropteridine reductase, which are involved in DA receptor signaling pathway, were up-regulated. Presenilin 1 (PSEN1, a component of γ-secretase complex) and calpain were also up-regulated, whereas β-secretase (BACE1) was down-regulated. These enzymes are involved in the amyloid-processing pathway. The decrease in β-secretase mRNA points to a protective role against amyloid-mediated toxic effect in VTA that could help to explain the resistance of this brain region in neurodegenerative disorders. Recently, presenilin 1 has been shown to be necessary for lysosomal proteolysis and autophagy function, reinforcing a protective role of presenilin 1 induction in VTA aging [51].

### Comparison to Transcriptional Signature of the Aged Mouse Brain: Gene List and Pathway Analysis

To our knowledge, no study about the effect of age on transcriptome in mouse SNpc has been published, which makes it impossible to compare our data with other mouse SNpc studies. On the other hand, we hypothesized that at least some changes should be common to all brain regions including SNpc. In order to test this hypothesis, a list of 61 common age-associated genes (transcriptional signature) in ≥ 24 months old mouse brain was first generated (Table S3) and compared with the SNpc data. The transcriptional signature was obtained by re-analyzing four previously published microarray studies of aged mouse brain (whole brain, brain without cerebellum and brain stem, or neocortex) [26], [44]–[46]. A meta-analysis of 4 studies is considered to provide reliable information of common changes during aging, since 3 to 8 studies have been used in similar meta-analyses [25], [26]. In addition, the variability was minimized using strict criteria to select studies. VTA data from late middle-aged mice were used as the reference data of early aging point to compare with SNpc, since no sufficient published data were available to generate another list of common age-associated genes in 18 months old mouse brain. The top 120 probe sets with the lowest *pFDR* values in VTA were used to obtain a reasonable comparison between SNpc and VTA since the number of differentially expressed genes was different between SNpc and VTA. Genes in the transcriptional signature of ≥ 24 months old mouse brain were more represented in SNpc than in VTA of 18 months old mice, suggesting an early aging in mouse SNpc. Some caution is needed when comparing the aging effect on SNpc and VTA due to the differential post-natal development in these regions.

Although comparison of gene lists has been commonly used to analyze microarray data, pathway and function comparison could give extra or even more accurate information than gene list comparison since different genes being differentially expressed could affect the same pathway or biological function [11], [52]. In agreement with the gene list analysis, comparison analysis of pathways and functions also showed a higher similarity between ≥ 24 months old mouse brain and SNpc from 18 months old mice than that between ≥ 24 months old mouse brain and VTA from 18 months old mice (Figure 5), further supporting the existence of an early aging in mouse SNpc. Inflammatory response is highly represented by the transcription signature in ≥ 24 months old mouse brain (Figure 5). The increased GFAP immunoreactivity also supported the occurrence of inflammatory response in SNpc of 18 months old mice (Figure 4). Although increased GFAP immunoreactivity was also observed in other brain regions including VTA, no changes in GFAP mRNA level in VTA was detected in the current microarray study. A possible explanation is that the low levels of GFAP, as shown by immunoreactivity in Figure 4, in SNpc of 2 months old mice made it easier to detect any changes statistically. An increase in GFAP expression is also observed in VTA of 18 months old mice (Figure 4). However, these differences did not reach statistical significance in our mRNA study probably indicating a change of smaller magnitude.

### Age-associated Genes Specific to SNpc

In the current study, 43 age-associated genes were found to be specific to SNpc (Table 2). Several biological functions over-represented by these genes were also over-represented by the transcriptional signature of ≥ 24 months old mouse brain. Whether the effect of SNpc-specific genes on these functions is similar to that of transcriptional signature remains to be examined in future studies. On the other hand, the transcriptional signature could be under-estimated, since only genes that were found to be differentially expressed in at least three of four studies were included. Therefore, it could not be ruled out that some of these genes were also affected by age in other brain nuclei. Future studies to replicate the current work not only including SNpc, VTA, but also cortex could help clarify these doubts.

### Conclusion

Our results suggest an early aging in mouse SNpc using microarray techniques and comparative analyses of gene lists and biological functions. These changes in SNpc during the initial stage of aging partially overlap general changes observed in aged mouse brain. In addition, changes specific to SNpc are described. Identification of genes that are selectively regulated in the SNpc of middle aged individuals could help to better understand the function and intrinsic properties of SNpc and to explain the selective sensitivity of SNpc to aging and PD.

## Supporting Information

Table S1 **Expression pattern of age-dependent genes in adult mouse SNpc.**
(DOC) Click here for additional data file.

Table S2 **Gene ontology analysis of age-dependent genes in VTA between 2 and 10 months old mice.**
(DOCX) Click here for additional data file.

Table S3 **Transcriptional signature of the aged (≥ 24 months old) mouse brain.**
(DOCX) Click here for additional data file.

## References

[1] MattsonMP, MagnusT (2006) Ageing and neuronal vulnerability. Nature Reviews Neuroscience 7: 278–294.1655241410.1038/nrn1886PMC3710114

[2] FearnleyJM, LeesAJ (1991) Ageing and Parkinson's disease: substantia nigra regional selectivity. Brain 114 (Pt 5): 2283–2301.10.1093/brain/114.5.22831933245

[3] StarkAK, PakkenbergB (2004) Histological changes of the dopaminergic nigrostriatal system in aging. Cell and Tissue Research 318: 81–92.1536581310.1007/s00441-004-0972-9

[4] RudowG, O'BrienR, SavonenkoAV, ResnickSM, ZondermanAB, et al (2008) Morphometry of the human substantia nigra in ageing and Parkinson's disease. Acta Neuropathol 115: 461–470.1829729110.1007/s00401-008-0352-8PMC2431149

[5] RossGW, PetrovitchH, AbbottRD, NelsonJ, MarkesberyW, et al (2004) Parkinsonian signs and substantia nigra neuron density in decendents elders without PD. Annals of Neurology 56: 532–539.1538989510.1002/ana.20226

[6] RolloCD (2009) Dopamine and aging: intersecting facets. Neurochemical Research 34: 601–629.1884146610.1007/s11064-008-9858-7

[7] ChanCS, GuzmanJN, IlijicE, MercerJN, RickC, et al (2007) 'Rejuvenation' protects neurons in mouse models of Parkinson's disease. Nature 447: 1081–1086.1755839110.1038/nature05865

[8] ChanCS, GertlerTS, SurmeierDJ (2009) Calcium homeostasis, selective vulnerability and Parkinson's disease. Trends Neurosci 32: 249–256.1930703110.1016/j.tins.2009.01.006PMC4831702

[9] GuzmanJN, Sanchez-PadillaJ, WokosinD, KondapalliJ, IlijicE, et al (2010) Oxidant stress evoked by pacemaking in dopaminergic neurons is attenuated by DJ-1. Nature 468: 696–700.2106872510.1038/nature09536PMC4465557

[10] MosharovEV, LarsenKE, KanterE, PhillipsKA, WilsonK, et al (2009) Interplay between cytosolic dopamine, calcium, and alpha-synuclein causes selective death of substantia nigra neurons. Neuron 62: 218–229.1940926710.1016/j.neuron.2009.01.033PMC2677560

[11] ElstnerM, MorrisCM, HeimK, BenderA, MehtaD, et al (2011) Expression analysis of dopaminergic neurons in Parkinson's disease and aging links transcriptional dysregulation of energy metabolism to cell death. Acta Neuropathol 122: 75–86.2154176210.1007/s00401-011-0828-9

[12] Villar-Cheda B, Valenzuela R, Rodriguez-Perez AI, Guerra MJ, Labandeira-Garcia JL (2012) Aging-related changes in the nigral angiotensin system enhances proinflammatory and pro-oxidative markers and 6-OHDA-induced dopaminergic degeneration. Neurobiology of Aging 33: 204 e201–204 e211.10.1016/j.neurobiolaging.2010.08.00620888078

[13] ZeccaL, StroppoloA, GattiA, TampelliniD, ToscaniM, et al (2004) The role of iron and copper molecules in the neuronal vulnerability of locus coeruleus and substantia nigra during aging. Proc Natl Acad Sci U S A 101: 9843–9848.1521096010.1073/pnas.0403495101PMC470762

[14] BannonMJ, PooschMS, XiaY, GoebelDJ, CassinB, et al (1992) Dopamine transporter mRNA content in human substantia nigra decreases precipitously with age. Proceedings of the National Academy of Sciences of the United States of America 89: 7095–7099.135388510.1073/pnas.89.15.7095PMC49652

[15] BannonMJ, WhittyCJ (1997) Age-related and regional differences in dopamine transporter mRNA expression in human midbrain. Neurology 48: 969–977.910988610.1212/wnl.48.4.969

[16] ChuY, KompolitiK, CochranEJ, MufsonEJ, KordowerJH (2002) Age-related decreases in Nurr1 immunoreactivity in the human substantia nigra. Journal of Comparative Neurology 450: 203–214.1220985110.1002/cne.10261

[17] HimiT, CaoM, MoriN (1995) Reduced expression of the molecular markers of dopaminergic neuronal atrophy in the aging rat brain. Journals of Gerontology Series A, Biological Sciences and Medical Sciences 50: B193–200.10.1093/gerona/50a.4.b1937614230

[18] SalvatoreMF, PruettBS, SpannSL, DempseyC (2009) Aging reveals a role for nigral tyrosine hydroxylase ser31 phosphorylation in locomotor activity generation. PLoS One 4: e8466.2003763210.1371/journal.pone.0008466PMC2791868

[19] SchuligoiR, FernandezJ, HeavensRP, SirinathsinghjiDJ (1993) Decreased tyrosine hydroxylase mRNA but not cholecystokinin mRNA in the pars compacta of the substantia nigra and ventral tegmental area of aged rats. Brain Research Molecular Brain Research 19: 333–338.790172910.1016/0169-328x(93)90135-c

[20] DickersonJW, HemmerleAM, NumanS, LundgrenKH, SeroogyKB (2009) Decreased expression of ErbB4 and tyrosine hydroxylase mRNA and protein in the ventral midbrain of aged rats. Neuroscience 163: 482–489.1950553810.1016/j.neuroscience.2009.06.008PMC2755587

[21] ChenHL, LeinPJ, WangJY, GashD, HofferBJ, et al (2003) Expression of bone morphogenetic proteins in the brain during normal aging and in 6-hydroxydopamine-lesioned animals. Brain Research 994: 81–90.1464245110.1016/j.brainres.2003.09.020

[22] CastelMN, BeaudetA, LaduronPM (1994) Retrograde axonal transport of neurotensin in rat nigrostriatal dopaminergic neurons. Modulation during ageing and possible physiological role. Biochemical Pharmacology 47: 53–62.790612210.1016/0006-2952(94)90437-5

[23] Villar-ChedaB, Sousa-RibeiroD, Rodriguez-PallaresJ, Rodriguez-PerezAI, GuerraMJ, et al (2009) Aging and sedentarism decrease vascularization and VEGF levels in the rat substantia nigra. Implications for Parkinson's disease. Journal of Cerebral Blood Flow and Metabolism 29: 230–234.1895798910.1038/jcbfm.2008.127

[24] BordnerKA, KitchenRR, CarlyleB, GeorgeED, MahajanMC, et al (2011) Parallel declines in cognition, motivation, and locomotion in aging mice: association with immune gene upregulation in the medial prefrontal cortex. Experimental Gerontology 46: 643–659.2145376810.1016/j.exger.2011.03.003PMC3664302

[25] FraserHB, KhaitovichP, PlotkinJB, PaaboS, EisenMB (2005) Aging and gene expression in the primate brain. PLoS Biology 3: e274.1604837210.1371/journal.pbio.0030274PMC1181540

[26] KedmiM, Orr-UrtregerA (2011) The effects of aging vs. alpha7 nAChR subunit deficiency on the mouse brain transcriptome: aging beats the deficiency. Age (Dordr) 33: 1–13.2052668910.1007/s11357-010-9155-7PMC3063643

[27] LeeCK, WeindruchR, ProllaTA (2000) Gene-expression profile of the ageing brain in mice. Nat Genet 25: 294–297.1088887610.1038/77046

[28] LuT, PanY, KaoSY, LiC, KohaneI, et al (2004) Gene regulation and DNA damage in the ageing human brain. Nature 429: 883–891.1519025410.1038/nature02661

[29] OberdoerfferP, SinclairDA (2007) The role of nuclear architecture in genomic instability and ageing. Nat Rev Mol Cell Biol 8: 692–702.1770062610.1038/nrm2238

[30] SharmanEH, BondySC, SharmanKG, LahiriD, CotmanCW, et al (2007) Effects of melatonin and age on gene expression in mouse CNS using microarray analysis. Neurochemistry International 50: 336–344.1711849210.1016/j.neuint.2006.09.001PMC1868445

[31] TeraoA, Apte-DeshpandeA, DousmanL, MorairtyS, EynonBP, et al (2002) Immune response gene expression increases in the aging murine hippocampus. Journal of Neuroimmunology 132: 99–112.1241743910.1016/s0165-5728(02)00317-x

[32] XuX, ZhanM, DuanW, PrabhuV, BrennemanR, et al (2007) Gene expression atlas of the mouse central nervous system: impact and interactions of age, energy intake and gender. Genome Biology 8: R234.1798838510.1186/gb-2007-8-11-r234PMC2258177

[33] LeeCK, KloppRG, WeindruchR, ProllaTA (1999) Gene expression profile of aging and its retardation by caloric restriction. Science 285: 1390–1393.1046409510.1126/science.285.5432.1390

[34] JuckerM, IngramDK (1997) Murine models of brain aging and age-related neurodegenerative diseases. Behavioural Brain Research 85: 1–26.909533810.1016/s0166-4328(96)02243-7

[35] PascualA, Hidalgo-FigueroaM, PiruatJI, PintadoCO, Gomez-DiazR, et al (2008) Absolute requirement of GDNF for adult catecholaminergic neuron survival. Nature Neuroscience 11: 755–761.1853670910.1038/nn.2136

[36] Franklin KBJ, Paxinos G (2008) The mouse brain in stereotaxic coordinates: Academic Press-Elsevier.

[37] SchroederA, MuellerO, StockerS, SalowskyR, LeiberM, et al (2006) The RIN: an RNA integrity number for assigning integrity values to RNA measurements. BMC Mol Biol 7: 3.1644856410.1186/1471-2199-7-3PMC1413964

[38] IrizarryRA, HobbsB, CollinF, Beazer-BarclayYD, AntonellisKJ, et al (2003) Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostatistics 4: 249–264.1292552010.1093/biostatistics/4.2.249

[39] Smyth GK (2004) Linear Models and Empirical Bayes Methods for Assessing Differential Expression in Microarray Experiments. Statistical Applications in Genetics and Molecular Biology 3: Article 3.10.2202/1544-6115.102716646809

[40] JeanmouginM, de ReyniesA, MarisaL, PaccardC, NuelG, et al (2010) Should we abandon the t-test in the analysis of gene expression microarray data: a comparison of variance modeling strategies. PLoS ONE 5: e12336.2083842910.1371/journal.pone.0012336PMC2933223

[41] BenjaminiY, HochbergY (1995) Controlling the false discovery rate: a practical and powerful approach to multiple testing. Journal of the Royal Statistical Society Series B (Methodological) 57: 289–300.

[42] EdgarR, DomrachevM, LashAE (2002) Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Research 30: 207–210.1175229510.1093/nar/30.1.207PMC99122

[43] ParkinsonH, KapusheskyM, ShojatalabM, AbeygunawardenaN, CoulsonR, et al (2007) ArrayExpress–a public database of microarray experiments and gene expression profiles. Nucleic Acids Research 35: D747–750.1713282810.1093/nar/gkl995PMC1716725

[44] OberdoerfferP, MichanS, McVayM, MostoslavskyR, VannJ, et al (2008) SIRT1 redistribution on chromatin promotes genomic stability but alters gene expression during aging. Cell 135: 907–918.1904175310.1016/j.cell.2008.10.025PMC2853975

[45] BargerJL, KayoT, VannJM, AriasEB, WangJ, et al (2008) A low dose of dietary resveratrol partially mimics caloric restriction and retards aging parameters in mice. PLoS ONE 3: e2264.1852357710.1371/journal.pone.0002264PMC2386967

[46] PerreauVM, BondySC, CotmanCW, SharmanKG, SharmanEH (2007) Melatonin treatment in old mice enables a more youthful response to LPS in the brain. Journal of Neuroimmunology 182: 22–31.1707093510.1016/j.jneuroim.2006.09.005PMC1847646

[47] Hidalgo-FigueroaM, BonillaS, GutierrezF, PascualA, Lopez-BarneoJ (2012) GDNF Is Predominantly Expressed in the PV+ Neostriatal Interneuronal Ensemble in Normal Mouse and after Injury of the Nigrostriatal Pathway. Journal of Neuroscience 32: 864–872.2226288410.1523/JNEUROSCI.2693-11.2012PMC6621168

[48] LeinES, HawrylyczMJ, AoN, AyresM, BensingerA, et al (2007) Genome-wide atlas of gene expression in the adult mouse brain. Nature 445: 168–176.1715160010.1038/nature05453

[49] KorotkovaTM, PonomarenkoAA, HaasHL, SergeevaOA (2005) Differential expression of the homeobox gene Pitx3 in midbrain dopaminergic neurons. European Journal of Neuroscience 22: 1287–1293.1619088410.1111/j.1460-9568.2005.04327.x

[50] MirnicsK, PevsnerJ (2004) Progress in the use of microarray technology to study the neurobiology of disease. Nature Neuroscience 7: 434–439.1511435410.1038/nn1230

[51] LeeJH, YuWH, KumarA, LeeS, MohanPS, et al (2010) Lysosomal proteolysis and autophagy require presenilin 1 and are disrupted by Alzheimer-related PS1 mutations. Cell 141: 1146–1158.2054125010.1016/j.cell.2010.05.008PMC3647462

[52] SutherlandGT, MatigianNA, ChalkAM, AndersonMJ, SilburnPA, et al (2009) A cross-study transcriptional analysis of Parkinson's disease. PLoS ONE 4: e4955.1930550410.1371/journal.pone.0004955PMC2654916

# Supplementary material for: Age-Mediated Transcriptomic Changes in Adult Mouse Substantia Nigra
**Source:** PLoS One. 2013 Apr 30;8(4):e62456. doi: 10.1371/journal.pone.0062456
**Supplement:** Table S1 — Expression pattern of age-dependent genes in adult mouse SNpc.

**Table S1. Expression pattern of age-dependent genes in adult** mouse SNpc.

*Based on the data from the Allen Mouse Brain Atlas; **Comparing 18 months old to 2 months old mice, positive numbers corresponded to up-regulated genes, whereas negative numbers indicated down-regulated genes.

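The table of age-dependent genes lists immune, glial and neuronal genes with their fold change between 2 and 18 months and their in situ hybridization class in the SNpc. Of its 99 genes, 88 had a probe set of their own on the arrays, and 56 of these had a changed probe set in limma, 39 higher, such as Clec7a and Gfap, and 17 lower, such as Gpr17 and Egr1. By the most abundant probe set, 32 were higher and 14 lower, and 54 higher and 19 lower when adjusted over the list alone (median log2 fold change 0.58, adjusted p = 7e-19 from camera; 0.0155 with an estimated correlation). The study chose these genes on these samples, so the count is not independent evidence. The 56 became 88 in a fit of all 12 arrays, 32 and 19 without 2-month replicates 1 and 3, and 24, 15, 37 and 13 without 18-month replicates 1 to 4. By the probe set with the lowest p, all 88 had the sign that the table gives.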

# Supplementary material for: Age-Mediated Transcriptomic Changes in Adult Mouse Substantia Nigra
**Source:** PLoS One. 2013 Apr 30;8(4):e62456. doi: 10.1371/journal.pone.0062456
**Supplement:** Table S2 — Gene ontology analysis of age-dependent genes in VTA between 2 and 10 months old mice.

**Table S2: Gene ontology analysis of age-dependent genes in VTA between 2 and 10 months old mice.**

| **Top 5 functions/pathways** | ***p* value** | **No. molecules**  **or ratio** |
| --- | --- | --- |
| **Molecular and cellular functions** |  |  |
| Cell-to-cell signaling and interaction | 3.95e-05 - 3.82e-02 | 58 |
| Cell cycle | 3.75e-05 - 3.82e-02 | 105 |
| Carbohydrate metabolism | 5.42e-05 - 3.82e-02 | 70 |
| Cellular assembly and organization | 6.14e-05 - 3.82e-02 | 120 |
| Cellular growth and proliferation | 2.40e-04 - 2.16e-02 | 129 |
| **Physiological system development and function** |  |  |
| Endocrine system development and function | 3.59e-05 - 3.84e-02 | 11 |
| Tissue development | 3.59e-05 - 3.84e-02 | 140 |
| Embryonic development | 5.44e-05 - 3.84e-02 | 64 |
| Organ development | 5.44e-05 - 3.84e-02 | 33 |
| Organismal development | 5.44e-05 - 3.84e-02 | 129 |
| **Canonical pathways** |  |  |
| Dopamine receptor signaling | 9.22e-04 | 11/95 (0.116) |
| RAR activation | 2.05e-03 | 16/187 (0.086) |
| Corticotropin releasing hormone signaling | 3.38e-03 | 12/136 (0.088) |
| Pyrimidine metabolism | 3.38e-03 | 16/214 (0.075) |
| Amyloid processing | 4.48e-03 | 7/56 (0.125) |

# Supplementary material for: Age-Mediated Transcriptomic Changes in Adult Mouse Substantia Nigra
**Source:** PLoS One. 2013 Apr 30;8(4):e62456. doi: 10.1371/journal.pone.0062456
**Supplement:** Table S3 — Transcriptional signature of the aged (≥ 24 months old) mouse brain.

**Table S3: Transcriptional signature of the aged (≥ 24 months old) mouse brain.**

How the deposited data were processed for this re-analysis (not part of the article)

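Gene expression was measured in the SNpc of C57BL/6 mice of 2, 10 and 18 months with Affymetrix mouse genome arrays. There were 12 arrays, 4 per age, each with RNA pooled from 4 mice and labelled by the two-cycle protocol. The VTA arrays, quantitative PCR and immunohistochemistry were not analysed here.

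The values used were log2 intensities as deposited: the authors had processed the images with GCOS and summarised them by RMA in Babelomics, that is by background correction, quantile normalization and a summary of the probes of each probe set. The submitters' processing notes name GCOS, RMA and limma 3.4.5. Whether the arrays of the VTA were normalized together with these is not given in the sources used here. The deposited table lists 45101 probe sets, of which 64 controls were left out of the tests. By the platform's table, with symbols updated through Entrez identifiers in the RefSeq gene table, 34907 of the other 45037 probe sets have 1 gene, 895 several and 9235 none, and 18151 genes have a probe set of their own. The symbols of 1049 probe sets were updated, and the identifiers of 216 were not in that table and kept their symbol. No detection calls were used.

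The ages were compared in pairs with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on the 8 arrays of each pair, with no replicate block. A probe set was called changed at a Benjamini-Hochberg adjusted p under 0.05 over all 45037 probe sets and a fold change above 1.3, the thresholds of the paper. All p-values of single genes come from limma's moderated test and are two-sided. A linear trend in age over the 16 months was fitted to all 12 arrays with the same thresholds. A gene is given by its most abundant probe set, the one with the highest mean over all 12 arrays, except among the largest changes and beside values of the paper, where the probe set is named as such.

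There were 35 gene lists with at least 5 measured members. Of these, 3 lists, Table S1, Table 2 and Fig. 3 of the paper, were chosen by the study on these samples. Some of the other lists also hold genes of Table S1. Each list was tested with camera at a preset correlation of 0.01 between genes, adjusted over the 35 lists, and again with the correlation estimated for each list and with fry. The overlap with the signature of Table S3 was tested with Fisher's exact test over 18151 genes. The share of a change present at 10 months was the median over genes that changed by at least 0.2 on the log2 scale.

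The lists, the rule for the genes named and the alternatives below were written before the data were examined, when the values in the paper's tables had been seen. The rule takes every gene that the paper names for the SNpc in its text, in Fig. 3 or in Table 2, those it names for the VTA, the 10 largest rises and the 10 largest falls with a single gene name in each comparison, and up to 4 members with the lowest p of each list described. Slc6a3, given as a marker of dopaminergic neurons, lies outside this rule, and other genes outside it are said to be so.

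On simulated data made for the comparison of 18 against 2 months, with 45037 probe sets, limma recovered 28% of 50 probe sets changed by 0.5 on the log2 scale, 82% of those changed by 1, 100% of those changed by 2 and 92% of those changed by -1, with 7 false calls. In a simulation with 18151 genes and 20 lists, camera recovered 5 of 5 lists moved by 0.3 with 0 false calls. Those 0 false calls may not hold for the real arrays. There 25 lists passed between 18 and 2 months at the preset correlation, and 9 with an estimated one. The number of arrays limits the precision.

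The alternatives were a fit of all 12 arrays, the replicate number as a block, an intensity trend in eBayes, array weights, centring or quantile normalization of the arrays, other fold thresholds, leaving out dim or cross-hybridising probe sets, the difference between the 3' and 5' probe sets of Gapdh as a covariate, the mean of all probe sets of a gene, and leaving out each array in turn. Fits with 3 arrays that stood apart as a block, without them and within them were added after the data were seen. Counts and shares in simulated unchanged groups were also added then. Replicate numbers were tested for pairing and did not pair the arrays, so no paired comparison is given at the claims. The text was checked against tables made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.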

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

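The tests on the 3 arrays that stood apart and on the Y-linked genes were chosen after the results were seen. Single arrays were compared with the other 3 of their age in 258 groups, and in 16 of them, 6.20%, the gap to the nearest array exceeded the 95% critical value of Dixon's test, where chance gives about 5%.

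Genes that the paper's table of age-dependent genes does not list also changed between 2 and 18 months. There were 15 of them, among them the lysozyme gene Lyz2, the vimentin gene Vim, Crh, Cd47 and Marcksl1. In the fit of all 12 arrays, 2 of 90 changed genes lay outside that table. Lyz2 passed in that fit, while the changed probe sets of Vim, Crh, Cd47 and Marcksl1 did not. A pathway that the paper does not discuss fell: the 19 genes of cholesterol synthesis had a median log2 fold change of -0.31 (adjusted p = 6.21e-11 from camera; 0.0401 with an estimated correlation). None passed alone in limma by its most abundant probe set, and 6 were lower when adjusted over the list alone. Cyp51, the lanosterol demethylase, had a value of -0.46 (adjusted p = 0.0695), Idi1, an isomerase of isoprenoid precursors, -0.47 (adjusted p = 0.0714), and Sqle, squalene epoxidase, -0.42 (adjusted p = 0.101).

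For the genes named, these arrays lay apart relative to the spread of the others of their age, though by little on the log2 scale where the others were close together, as for Anxa2 at 10 months. At 2 months they were replicate 4 for Marcksl1 (8.70, others 8.11), Ctss (10.6, others 10.3) and Cp (5.45, others 6.26), replicate 2 for Shisa3 (3.70, others 3.22) and replicate 3 for Nlrc5 (2.02, others 2.50). At 10 months they were replicate 4 for Cd52 (4.53, others 4.17), replicate 3 for Anxa2 (6.27, others 6.34) and replicate 1 for Cbx5 (8.43, others 8.14). At 18 months they were replicate 4 for Bdnf (4.36, others 4.62) and Anxa2 (6.46, others 6.72), and replicate 3 for Opalin (7.11, others 7.53) and Ang (6.78, others 6.56). DapX-3, a control added to the RNA before labelling, was 11.5 in 18-month replicate 4 (others 9.95).

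The 96 probe sets that changed between 18 and 2 months were weighed against chance, RNA quality and the sex of the pooled mice. Of the 35 splits of the 8 arrays, only the real one, 1 of 35, gave as many, and the highest other gave 6. This argues against chance but cannot exclude it, since 1 of 35 is the smallest share that these splits can give. With the Gapdh difference between 3' and 5' probe sets as a covariate the changed probe sets kept 101% of their median change (100.6%) and all 96 still passed, which argues against RNA quality as measured by Gapdh. With the same difference of beta-actin the median change was 99.9% and 60 of the 96 still passed, and with the mean of the 3 Y-linked genes 94 did. Xist and the Y-linked genes differed between the ages by at most 0.27, but 18-month replicate 4 lowered the Y-linked means. In the other 18-month arrays Eif2s3y, Kdm5d and Uty had means of 5.96, 4.41 and 4.43, beside 5.40, 3.90 and 3.73 at 2 months. Xist had 9.91 beside 9.72. The small Y-linked difference thus rests on 1 array, so a difference in sex between the ages is not excluded. With the Y-linked mean as a covariate the changed probe sets kept 99.9% of their median change, and 94 of the 96 still passed. This argues against sex as the cause of those 94, as far as the Y-linked genes measure it, although 18-month replicate 4 weighs on that covariate. A difference in dissection between the ages was not tested as a cause and stays open. The list of neighbouring brain regions was lower at 18 months by camera, but not with an estimated correlation (adjusted p = 0.0126 and 0.0855). Age stays open as the biological explanation.

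Between 10 and 2 months 2 of the 35 splits gave as many changed probe sets as the real 2, so chance could not be excluded. The highest other split, with 822, put 2-month replicates 1, 2 and 3 with 10-month replicate 3 and so kept the 3 arrays that stood apart together. A count so far above the real one points to a structure of the arrays, but these 3 were picked for standing apart, so it is no separate evidence of one, and the 4 other splits that kept them together gave 0 in limma (9396 to 10312 at an unadjusted p under 0.05). With these 3 arrays as a block the real count was 6. Between 18 and 10 months the real count was 0, so all 35 of the 35 splits gave as many, and the highest other gave 104, with 10-month replicates 1, 2 and 4 beside 18-month replicate 3.

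The 3 arrays that stood apart were 2-month replicate 4, at 43.3 on the first principal component (others of its age -14.1), and 10-month replicates 1 and 2, and the first component held 44.0% of the variance; age is untested as a biological explanation, as the 3 arrays come from the 2 younger ages. A labelling or hybridization batch is a candidate explanation: in 53.3% of the 45 exogenous control probe sets the 3 arrays all lay below the other 9 (24 lower and 0 higher, where chance gives 0.909%), 11 of 18 added at hybridization and 13 of 27 added before labelling, and DapX-3 was 8.94 in 2-month replicate 4 (others 10.0). RNA quality cannot be told apart: the Gapdh difference of the 3 arrays (3.66 to 3.93) lay above that of 8 of the other 9 (2.03 to 2.93), and although the 7938 probe sets that set them apart kept 105% of their median difference (104.8%; log2 0.58, SE 0.15, against 0.55 without it) with Gapdh as a covariate, and 5220 still passed, without 18-month replicate 4, the 1 other array with a high Gapdh difference (4.10), the difference was 0.57 but its SE 0.25, and 272 passed. With the beta-actin difference as a covariate the values were 102% with 6748 past (SE 0.11), and 102% with 5041 past (SE 0.14) without that array, so these covariates do not speak for RNA quality as the whole of the pattern, and what keeps it open is the SE where Gapdh nearly coincides with the grouping. Dissection cannot be told apart either, since the largest median among 12 lists of cell types and regions, 0.15 for dopaminergic neurons, did not pass (adjusted p = 0.284), while outside those lists immature neuron genes differed by 0.25 (adjusted p = 0.168), lysosomal genes by 0.26 (adjusted p = 0.0872) and oxidative phosphorylation by -0.14 (adjusted p = 0.0214; 0.978 with an estimated correlation).

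In 18-month replicate 4 the Y-linked genes were low: Eif2s3y was 4.10 (others 5.96), a difference of -1.86, Kdm5d differed by -2.01 and Uty by -1.90. At most 0.0369% of probe sets at their levels lay as far, so the spread between arrays does not account for these 3 genes. Fewer male mice in the pool may explain them, but this stays open because Xist was 0.31 higher, and 2.42% of probe sets at its level lay as far. This array also had signs of less or poorer RNA, with the highest Gapdh and beta-actin differences of the 12 (4.10 and 4.28) and high controls added before labelling (DapX-3 11.5, LysX-3 7.97 and PheX-3 7.83), but as the cause of the drop it is argued against by the share of other probe sets at the same levels that fell as far (their median difference, -0.0157, is held near 0 by the normalization). An effect of age was not tested, since the pattern is in 1 array of its age.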

How the results depend on the processing

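The fits with the 3 arrays that stood apart as a block, without them or within them were chosen after the data were seen; the cause was not tested for any difference below except where fewer probe sets or arrays were used. Between 18 and 2 months the lists of activated phagocytic microglia, Fc receptors, reactive astrocytes, beta protocadherins and the aged-brain signature were higher, and those of cholesterol synthesis and immature neurons lower, past the threshold in 19 of 19 settings of the list test; homeostatic microglia passed in 12 of 19.

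Between 18 and 2 months, where 96 probe sets passed (69 higher, 27 lower), array weights gave 322 (201 higher, 121 lower), the Gapdh covariate 183 (132 and 51), and the 3 arrays as a block 367 (204 and 163). Without those 3 arrays 52 were lower. With fewer probe sets tested, 62 passed without the _x_at, _s_at and _a_at probe sets (42 higher), and 42 were higher without dim ones. The pairing of replicates by number, as a block, gave 62 (14 lower), of which 47 were among the 96; changes of arrays with the same number correlated at -0.12 to 0.13, so the numbers do not pair the arrays. Leaving out single arrays gave 21 to 143 (18 to 91 higher, 3 to 52 lower): without 2-month replicates 1 to 4 it was 57, 62, 29 and 143, and without 18-month replicates 1 to 4 35, 24, 66 and 21. The fit of all 12 arrays (117, with 75 of the 96), the intensity trend (118), centring (100), quantile normalization (119) and a fold change above 1.5 (85) stayed within 1.5 times.

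Between 10 and 2 months, where 2 passed, the fit of all 12 arrays gave 3, the replicate block gave 0 in limma (1130 at an unadjusted p under 0.05), dim probe sets left out 1, the Gapdh covariate 6, the 3 arrays as a block in the fit of all 12 arrays 6 and within those arrays, a fit of 1 array against 2 that says little, 0 (3839 unadjusted). Leaving out single arrays gave 0 to 2: 0 without 2-month replicate 1, 2 or 3, and 1 without any single 10-month replicate. Between 18 and 10 months, where 0 passed, array weights gave 3851, the block of 3 arrays 3 and a fit without those arrays 0. For the trend, where 93 passed, the replicate block gave 27, array weights 322, dim probe sets left out 52, no _x_at, _s_at and _a_at probe sets 50, the Gapdh covariate 262, the block of 3 arrays 363, no such arrays 205, and single arrays left out 24 to 117 (34, 56, 39 and 42 without 2-month replicates 1 to 4, 61 and 58 without 10-month replicates 3 and 4, and 37, 24, 47 and 37 without 18-month replicates 1 to 4).

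Of the 35 lists, 25 passed between 18 and 2 months, 9 with an estimated correlation and 15 with fry. Between 10 and 2 months 17 passed, 1 and 8. Between 18 and 10 months 15 passed, 2 with an estimated correlation, and leaving out single arrays gave 5 (without 10-month replicate 3) to 16. The overlap with the signature, 20 genes, was 7 to 31 and past its threshold under every alternative. The share of the signature's change at 10 months, 50.3%, was 45.9% with centred arrays and 45.9% to 53.5% without single arrays. The correlation of the changes at 10 and 18 months, 0.248, was -0.0467 with the 2-month arrays split, as a mean of 6 splits that ranged from -0.309 to 0.293.

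Of 76 named genes, 46 passed. With all 12 arrays 5 of these no longer passed and 7 others did, with the replicate block 20 and 2, with the block of 3 arrays 0 and 18, and 34 of the 46 missed the threshold without at least 1 array. With the mean of all probe sets 9 no longer passed and 8 others did, and Ube3a went from 0.283 to -0.0783. No alternative with Xist as a covariate was run, since Xist spanned 0.74 on the log2 scale, under the 1 set for it. Low signal over background limits dim genes such as A530053G22Rik, at 1.49 in the 2-month arrays. It may also limit Cybb, at 2.25 in the 2-month arrays, and 9630013A20Rik, at 2.47 in the 18-month arrays.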

Differences from the paper's values

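The fit with the 3 arrays that stood apart as a block was chosen after the values were seen; the other alternatives were set before the data were examined. The paper's thresholds were used throughout.

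Of the 88 measured genes of Table S1, all 88 changed by the paper's value and 56 here. The alternatives within 1.5 times of the paper's value were all 12 arrays in 1 fit (88), array weights (85), the Gapdh covariate (70), quantile normalization (64) and the intensity trend (60). Those that were not are centring (57), no fold minimum (56), a fold change above 1.5 (52), no _x_at, _s_at and _a_at probe sets (41), dim probe sets left out (39), the replicate number as a block (33), and leaving out single arrays (13 to 58). With the 3 arrays that stood apart as a block, a setting chosen after seeing the values, 88 changed and 0 of the paper's genes were dropped.

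Of the 36 measured genes of Table 2, all 36 changed by the paper's value and 16 here. All 12 arrays in 1 fit (36), array weights (35) and the Gapdh covariate (25) came within 1.5 times. Quantile normalization (22), the intensity trend (18), centring (17), no fold minimum (16), a fold change above 1.5 (13), no _x_at, _s_at and _a_at probe sets (13), dim probe sets left out (12), the replicate number as a block (8) and leaving out single arrays (3 to 18) did not. The block of 3 arrays, chosen after seeing the values, gave 36 and dropped 0. In the fit of all 12 arrays the adjusted p of 36 of the 36 genes lay within 0.001 of the paper's, and in the fit of 8 arrays 0 did.

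Of the 13 measured genes of Fig. 3, all 13 changed on the arrays by the paper's value and 8 here. All 12 arrays in 1 fit (13), array weights (13), the intensity trend (11), the Gapdh covariate (11) and quantile normalization (9) came within 1.5 times. Dim probe sets left out (8), centring (8), no fold minimum (8), a fold change above 1.5 (7), the replicate number as a block (7), no _x_at, _s_at and _a_at probe sets (5) and leaving out single arrays (2 to 8) did not. The block of 3 arrays, chosen after seeing the values, gave 13 and dropped 0. The genes that did not pass here, Abca1, Anxa2, Cbx5, Il33 and Ube3a, passed in the fit of all 12 arrays by at least 1 probe set; by their most abundant probe sets Cbx5 and Ube3a did not (adjusted p = 0.606 and 0.821).

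The paper's 3 genes higher at 10 months stand beside 2 probe sets here, and all 12 arrays in 1 fit gave 3, with Abca8a as the added one.

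The fold changes themselves did not differ: for 85 of 88 genes of Table S1 the value here lay within 0.01 of the paper's by the probe set with the lowest p, and for 88 by the closest probe set. The paper's text puts the largest fold change below that of A530053G22Rik, which was 7.83 here, as a bound since it was not well above background at 2 months, and is 7.83 in the paper's own Table S1; Clec7a came next, at 5.93.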

Other observations

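Of the tests below, the fit with the block of 3 arrays was chosen after the results were seen. Vessels, meninges and blood cells of the SNpc moved little between 2 and 18 months. Of 17 genes of endothelial cells and pericytes none passed in limma, and 2 were higher when adjusted over the list alone (median log2 fold change 0.10, adjusted p = 0.0133 from camera; 0.18 with an estimated correlation), and without 2-month replicate 3 the list did not pass (adjusted p = 0.0806). Of 10 genes of the meninges and perivascular fibroblasts none passed and 1 was higher over the list alone (median 0.16, adjusted p = 0.000794; 0.125 estimated). Of 15 genes of blood cells none passed and 1 was higher over the list alone (median 0.08, adjusted p = 0.0316; 0.12 estimated), and the list did not pass without 2-month replicate 2 or 4 (adjusted p = 0.115 and 0.0767) or with the block of 3 arrays (adjusted p = 0.0597). Ighm, the heavy chain of IgM made by B cells, had a log2 fold change of 1.25 (adjusted p = 0.0638). Lists of border macrophages (8 genes, median 0.07, adjusted p = 0.201), choroid plexus and ependyma (11 genes, median 0.07, adjusted p = 0.201) and collagen and basement membrane (16 genes, median 0.00, adjusted p = 0.664) did not pass, nor did any of their genes.

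Genes of energy, iron and Parkinson's disease also moved little in the SNpc. None of 47 genes of oxidative phosphorylation passed, alone or when adjusted over the list alone (median 0.06, adjusted p = 0.0393; 0.386 estimated). It passed in 7 of 19 settings of the list test, and the call ended without 2-month replicate 4 (adjusted p = 0.3), without 18-month replicate 1, 2 or 4 (adjusted p = 0.0851, 0.0669 and 0.0929) and with the block of 3 arrays (adjusted p = 0.459). None of 17 Parkinson's disease genes passed (median -0.10, adjusted p = 0.0316; 0.12 estimated), a call that held in 14 of 19 settings and ended without 2-month replicate 1 (adjusted p = 0.0837). The 11 genes of iron metabolism did not pass as a list (median 0.12, adjusted p = 0.176), and Cp, the ferroxidase ceruloplasmin, had a value of 0.70 (adjusted p = 0.2). The 6 measured genes that the paper names for the VTA did not pass in the SNpc (median -0.03, adjusted p = 0.685). Of 16 genes of neighbouring brain regions 1 was lower, Pth2, and 3 over the list alone (median -0.16, adjusted p = 0.0126; 0.0855 estimated).

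The planned comparison of array values between the in situ hybridization classes of the paper's Table S1 is not given, since levels of different probe sets cannot be set against each other.

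Across probe sets, the covariance of the changes at 10 and at 18 months was 0.00687, beside 0.0108 in simulated unchanged groups that share the 2-month arrays, a difference of -0.00396. The same sign was seen in 57.5% of probe sets, beside 66.7% in the simulation and 47.6% with the 2-month arrays split between the comparisons. No shared effect across all probe sets is measured by these values. The simulated ones may not hold for these arrays, of which 3 stood apart together.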
